# New Anti‐Angiogenic Therapy for Glioblastoma With the Anti‐Depressant Sertraline

**DOI:** 10.1002/cam4.70288

**Published:** 2024-10-23

**Authors:** Nobushige Tsuboi, Yoshihiro Otani, Atsuhito Uneda, Joji Ishida, Yasuki Suruga, Yuji Matsumoto, Atsushi Fujimura, Kentaro Fujii, Hideki Matsui, Kazuhiko Kurozumi, Isao Date, Hiroyuki Michiue

**Keywords:** anti‐angiogenic therapy, antidepressant sertraline, drug repositioning, glioblastoma, tumor derived endothelial cells

## Abstract

**Background and Aims:**

Anti‐angiogenic therapies prolong patient survival in some malignancies but not glioblastoma. We focused on the relationship between the differentiation of glioma stem like cells (GSCs) into tumor derived endothelial cells (TDECs) and, anti‐angiogenic therapy resistance. Especially we aimed to elucidate the mechanisms of drug resistance of TDECs to anti‐angiogenic inhibitors and identify novel anti‐angiogenic drugs with clinical applications.

**Results:**

The mouse GSCs, 005, were differentiated into TDECs under hypoxic conditions, and TDECs had endothelial cell characteristics independent of the vascular endothelial growth factor (VEGF) pathway. In vivo, inhibition of the VEGF pathway had no anti‐tumor effect and increased the percentage of TDECs in the 005 mouse model. Novel anti‐angiogenic drugs for glioblastoma were evaluated using a tube formation assay and a drug repositioning strategy with existing blood–brain barrier permeable drugs. Drug screening revealed that the antidepressant sertraline inhibited tube formation of TDECs. Sertraline was administered to differentiated TDECs in vitro and 005 mouse models in vivo to evaluate genetic changes by RNA‐Seq and tumor regression effects by immunohistochemistry and MRI. Sertraline reduced Lama4 and Ang2 expressions of TDEC, which play an important role in non‐VEGF‐mediated angiogenesis in tumors. The combination of a VEGF receptor inhibitor axitinib, and sertraline improved survival and reduced tumor growth in the 005 mouse model.

**Conclusion:**

Collectively, our findings showed the diversity of tumor vascular endothelial cells across VEGF and non‐VEGF pathways led to anti‐angiogenic resistance. The combination of axitinib and sertraline can represent an effective anti‐angiogenic therapy for glioblastoma with safe, low cost, and fast availability.

## 1 Introduction

Glioblastoma is a lethal malignant brain tumor that is characterized by a high degree of angiogenesis and tumor invasion [1]. Even with new advances in multidisciplinary treatments for glioblastoma, the median survival is still < 2 years [2, 3, 4]. Most anti‐cancer drugs, including molecularly targeted drugs, are ineffective for glioblastoma owing to the presence of the blood–brain barrier (BBB) and various other brain‐specific obstacles [5, 6].

Anti‐angiogenic therapy for malignant tumors aims to suppress tumor growth by inhibiting tumor vascular growth, thus cutting off nutrients and oxygen to the tumor [7, 8]. Bevacizumab, a humanized monoclonal antibody to vascular endothelial growth factor A (VEGFA) and an anti‐angiogenic treatment, is an effective treatment for several malignant tumors including colorectal, ovarian, and non‐small cell lung cancer [9, 10, 11]. Recent phase III clinical studies of three VEGF inhibitors (VEGF antibody, VEGFR‐2 antibody, and VEGFR‐TK inhibitor) for colorectal cancer have reported efficacy [12, 13, 14]. Bevacizumab has been approved by the FDA for recurrent glioblastoma since it prolongs progression free survival and reduces steroid requirement [15]. However, bevacizumab did not demonstrate therapeutic effects in glioblastoma in randomized phase III trials (AVAglio, RTOG‐0825, EORTC‐26101) [16, 17]. Furthermore, there are various reports on the formation of tumor blood vessels, including angiogenesis, and vascular mimicry, with different constitutive vascular endothelial cells and expressed genes [18].

Tumor derived endothelial cells (TDECs) are derived from glioma stem like cells (GSCs) [19]. GSCs differentiate into ectodermal cells and vascular endothelial cells, which are mesodermal [20, 21]. However, there are few reports on the resistance to treatment with TDECs in glioblastoma, and there are no reports of TDECs as therapeutic targets.

In this paper, we examined the mechanism of resistance by TDECs to anti‐angiogenic therapy targeting the VEGF pathway and developed a novel anti‐angiogenic drug for clinical application. Our results identify sertraline as a potential new anti‐angiogenic therapy targeting TDECs.

## 2 Materials and Methods

### 2.1 Cell Culture

The mouse GSC, 005, was provided by Dr. Tomotoshi Marumoto and Dr. Inder Verma and cultured as previously described [22]. To differentiate into TDECs, 005 cells were cultured in the EGM‐2 BulletKit medium (Lonza, Basel, Switzerland) under hypoxic conditions (1% O_2_). U87ΔEGFR was provided from Dr. Balveen Kaur (University of Texas Health Science Center, Houston, TX, USA) and cultured in Dulbecco's Modified Eagle's Medium (DMEM) with 10% fetal bovine serum (37°C, 5% CO_2_). We cultured human umbilical vein endothelial cells (HUVECs) (Takara Bio Inc., Shiga, Japan) in EGM‐2 BulletKit medium, mouse brain microvascular endothelial cells (MBMECs) (Cell Biologics, Chicago, USA) in a Complete Medium Kit With Serum and culture boost‐R (4Z0‐500‐R, Cell Systems, Kirkland, USA).

### 2.2 Animals and Animal Model

All animal studies were performed following Okayama University ethical guidelines for experimental animal care (OKU‐2018838, OKU‐2019568, OKU‐2020793, OKU‐2021590). 6‐week‐old female BALB/c‐nu/nu mice were purchased from SHIMIZU Laboratory Supplies Co, Ltd. (Kyoto, Japan). 005 (5 × 10^4^ cells) or U87ΔEGFR (3 × 10^5^ cells) were transplanted into the right frontal lobe of generally anesthetized mice. We administered LEAF (Ultra‐LEAF Purified anti‐mouse VEGF‐A Antibody, BioLegend, San Diego, USA: 2.5 mg/kg, twice a week) or Axitinib (S1005, Selleck, Houston, USA: 25 mg/kg, dissolved in Polysorbate 80 and acidified water, every other day) or vehicle solution intraperitoneally, starting on Day 14 (005) or Day 5 (U87ΔEGFR) after tumor cell transplantation. Sertraline hydrochloride (S0507, Selleck: 25 mg/kg) or diluted water was injected subcutaneously daily starting on Day 14 for the 005 mouse model.

### 2.3 Gene Analysis

Total RNA was isolated from 005, TDECs differentiated by the method described above, TDECs treated with sertraline (5 μM) and MBMECs using RNeasy kit (Qiagen, Santa Clarita, CA, USA), and samples were analyzed using Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, MA, USA) for Poly(A) RNA preparation, NEBNext UltraII Directional RNA Library Prep Kit for Illumina (New England Biolabs, MA, USA) for library preparation and NovaSeq 6000 (Illumina Inc., SanDiego, CA) for sequencing. The RNA sequence analyses were performed by Rhelixa (Tokyo, Japan).

A significant change in gene expression was defined as an absolute fold change in expression of 2.0 with a *p* < 0.05 or a *q* < 0.05 compared with appropriate controls. The RNA sequence data were deposited in the Gene Expression Omnibus (GEO) under accession number GSE199495 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199495). The data were analyzed with GraphPad Prism9 (GraphPad, San Diego, CA, USA) and RIAs provided by Rhelixa. Enrichment analysis was performed through Metascape (https://metascape.org/gp/index.html#/main/step1).

### 2.4 Tube Formation Assay

TDECs (3 × 10^4^ cells/well) and MBMECs (3 × 10^4^ cells/well) were seeded on Matrigel Growth Factor Reduced Basement Membrane (354230, Corning). Cells were treated with anti‐VEGF antibodies and various drugs. After 12 or 24 h, images were obtained, and the total tube length was measured with fluorescence microscope (BZ‐X800; Keyence).

### 2.5 Cell Proliferation Assay

TDECs (2 × 10^4^ cells/well), U87ΔEGFR (1 × 10^4^ cells/well), and MBMECs (1 × 10^4^ cells/well) were seeded in 96‐well plates. After 24 h, cells were treated with drugs. Cells were then incubated with WST‐1 and absorbance at 438 nm was measured at 30 min, 1 h, 2 h, and 4 h.

### 2.6 Drug Screening

Nineteen drugs were adjusted to final concentrations of 0, 1, 5, and 10 μM, and tube formation assay and cell proliferation assay were performed. The IC50 was calculated using Excel software.

### 2.7 Magnetic Resonance Imaging (MRI)

MRI was taken with the approval of the animal study protocol (OKU‐2021590). Glioma model mice were generally anesthetized with isoflurane and given a gadolinium contrast medium (Gadovist, Bayer, Japan). The mice were screened with high‐resolution axial T2‐weighted images using a Rapid Acquisition with Relaxation Enhancement (RARE) sequence to evaluate brain tumor size and to monitor its evolution stage, using repetition time (TR)/effective echo time (TE) = 1200/8 ms. MRI data of the mice were acquired and processed by using ParaVision 5.1 software (Bruker BioSpec 4.7 T, Ettlingen, Germany).

### 2.8 Immunohistochemistry (IHC)

Samples were treated with primary antibody (CD31: DIA‐310, Dianova, LAMA4: PAB26919, Abnova) and secondary antibody (anti‐Rat antibody: A11007, Invitrogen, anti‐Rabbit antibody: ab150072, Abnova). The samples were observed by confocal laser microscope ZEN (ZEISS, Germany). To avoid differences due to the choice of field of view, all tumors were observed at weak magnification so that all blood vessels within the tumor in one slide could be counted. To avoid subjective judgments, observations, measurements, and evaluations were performed by two or more skilled experimenters; luminal structures that expressed CD31 and had no tumor cells or other cells inside were counted as vessels.

### 2.9 Western Blotting

Proteins from 005 cells cultured in various conditions were separated by SDS‐PAGE and transferred to a PVDF membrane. The membrane was probed with rabbit anti‐VEGF Receptor 2 antibody (Cell Signaling Technology) and mouse anti‐β‐actin antibody (A5441, Sigma‐Aldrich), followed by probing with HRP‐labeled anti‐rabbit IgG (#7074S, Cell Signaling Technology) and HRP‐labeled anti‐mouse IgG (#7074S, Cell Signaling Technology). Bands were detected using an ECL Prime kit (GE Healthcare).

### 2.10 Statistical Analysis

All data are represented as the mean standard error of the mean (SEM). Kaplan–Meier survival curves were generated by using GraphPad Prism9 software and the log‐rank (Mantel‐Cox) test was performed to assess statistical significance between groups. The Unpaired Student's t‐test was used to compare two groups. Comparisons between multiple groups were performed with one‐way ANOVA with Tukey's multiple comparisons tests. *p*‐values were designated as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and ns non‐significant (*p* ≧ 0.05).

## 3 Results

### 3.1 Differentiation of TDECs From Pluripotent 005 GSCs

We differentiated 005 cells with GFP into TDECs or neural/glial cells (Figure 1A) or checked stem cell markers such as Oct3/4 and CD133 [22] (Figure 1B). After 5 days of culture in specific conditions, the differentiated cells were confirmed as TDECs or neural and glial cells, as shown by endothelial cell markers CD31 and CD34 or Neu‐N and GFAP, respectively (Figure 1C,D, and Figure S1A). Nevertheless, U87ΔEGFR did not differentiate into endothelial cell in same way (Figure S1B). 

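RNA was sequenced from 005 cells, a mouse glioma stem cell line, and from TDECs grown from them for 2 and 5 days in endothelial growth medium at 1% oxygen, as 3 libraries per group. The authors counted reads per gene, and the libraries held 12732819 to 12972933 counts in 005, 12049384 to 13642496 on day 2 and 11283680 to 12455832 on day 5. Mitochondrially encoded genes took 2.36% ± 0.299% of the counts in 005 (SD, n = 3), 2.21% ± 0.132% on day 2 and 3.52% ± 0.067% on day 5. The libraries of day 5 lay close together, with a chi-square per gene of 2.36 to 2.64 between pairs, where counting error alone gives about 1. Replicate 3 stood apart in the other groups, at 11.2 to 11.4 from the other 005 libraries and at 11.1 to 11.7 from the other day 2 libraries, against 2.15 and 2.50 within the remaining pairs. Genes were compared by edgeR's quasi-likelihood test, which is two-sided, and were called changed at an adjusted p under 0.05 with an absolute log2 fold change above 1, the thresholds that the paper states. The paper calls the untreated and sertraline-treated TDEC libraries of its drug experiment biological replicates, and for 005 and day 2 the sample descriptions do not say whether the replicates were separate cultures, so p-values that rest on these may measure technical spread.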

The RNA‐seq in 005 and TDECs on Days 2 and 5 of differentiation was performed to evaluate the process of differentiation GSCs to TDECs. Hierarchical clustering heatmap and principal component analysis (PCA) showed that each group differentiated over time (Figure 1E,F). 

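On day 2, 821 genes were higher and 687 lower than in 005, of 15344 tested, and 742 and 801 when scaled by plain library totals, a setting chosen after seeing the data. Of 37 targets of the response to low oxygen, 19 were higher (19 adjusted over the list alone), among them Pfkfb3, which drives glycolysis (log2 fold change 2.22, SE 0.12, adjusted p = 3.4e-07 from edgeR's quasi-likelihood test), and the glycolytic enzymes Pgk1 (1.83) and Ldha. The astrocyte markers Slc4a4 (3.77, SE 0.14, adjusted p = 2.8e-08), Gfap (2.24, SE 0.33, adjusted p = 3.3e-04), Glul, Slc1a2 and Clu rose, which is 5 of 15 tested and 5 adjusted over the list alone. Some genes of neural progenitors and of the oligodendrocyte lineage fell, among them Cspg4 (NG2), Hes5, a Notch target, at −2.95 and the Notch ligand Dll3 at −2.71. Of 21 neural stem cell markers 8 were lower and 2, Prom1 (CD133) and Fabp7, were higher, and 6 of 11 oligodendrocyte markers were lower and 1 higher, with the same counts adjusted over the list alone. Among genes of at least 10 CPM in the higher group the largest fall was in H19, an imprinted non-coding RNA (−5.13, SE 0.30), and large rises were seen in Dhrs3 (7.42, SE 0.32) and Rarb (7.24, SE 0.28), which are targets of retinoic acid. From day 2 to day 5, 1726 genes rose and 1450 fell, of 15508 tested. Proliferation genes fell most in this step: 36 of 39 were lower (36 adjusted over the list alone), with a list median of −3.94, and Rrm2, which makes deoxyribonucleotides for replication, was at −5.87 (SE 0.13, adjusted p = 6.0e-11). Among 32 integrated stress response genes 23 were higher (23 adjusted over the list alone), with Ddit3 (CHOP) at 3.50 and Atf3 at 3.72. The immediate early genes had 25 of 34 higher (25 adjusted over the list alone), with Klf4 at 5.17. Against all other genes, camera with a preset inter-gene correlation of 0.01 set the hypoxia targets apart on day 2 (adjusted p = 8.2e-24), with adjusted p = 0.23 with an estimated correlation, and placed the neural stem cell and oligodendrocyte lists downward (3.4e-04 and 5.9e-04), with adjusted p = 0.43 and 0.29 with an estimated correlation. From day 2 to day 5 it set apart the proliferation genes (adjusted p = 1.9e-124), with adjusted p = 0.017 with an estimated correlation. The first principal component held 62.9% of the variance and the second 22.6%, the libraries clustered by group, and no other of the 280 splits into groups of 3 separated them as strongly (pseudo-F 17.1, exact permutation p = 0.00357, the smallest this design allows). The mean distance between libraries was 48.8 within groups, 96.4 between 005 and day 2, 132 between day 2 and day 5 and 141 between 005 and day 5.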

Enrichment analysis was then performed between 005 and TDECs on Day 5, and the top gene signature was blood vessel morphogenesis (112 genes) (*q* < 0.05, fold change (gene expression of TDEC/005) > 2, −LogP = 21.15205) (Figure 1G and Figure S2). 

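By day 5, 2043 genes were higher and 1633 lower than in 005, of 15648 tested, and 1743 and 1999 when scaled by plain library totals, a setting chosen after seeing the data. Of the 188 tested genes that the supplement lists under this signature, 185 were higher (185 adjusted over the list alone), with a median log2 fold change of 2.01, and as the study chose the list from these libraries this is not independent evidence. Among them, Lama4, a laminin chain of vascular basement membrane, went from 59.6 ± 5.33 to 848 ± 32.5 CPM (SD, n = 3; log2 fold change 3.83, SE 0.08, adjusted p = 5.3e-12), and Hmox1, which degrades heme, rose by 4.76 (SE 0.06, adjusted p = 3.5e-13). Vegfa rose from 246 ± 39.6 to 1910 ± 30.0 CPM (2.96, SE 0.09), and the VEGF receptor gene Flt1 from 1.74 ± 0.335 to 42.3 ± 3.08 CPM (adjusted p = 7.8e-11). Only 14 of 30 endothelial marker genes had enough counts to be tested: Flt1, Kdr (1.72, SE 0.29), S1pr1 (1.06) and Mmrn2 (2.14) were higher and Tal1 was lower (−1.57), with 4 and 1 adjusted over the list alone as well. The list median was −0.21 while its mean was 0.33, and camera placed it upward with adjusted p = 0.40. Pecam1 (CD31) stood at 0.753 ± 0.101 CPM on day 5 and at 1.42 ± 0.344 CPM in 005 (−0.90, SE 0.35, adjusted p = 0.039), and Angpt2 did not pass the test (−0.04, SE 0.14, adjusted p = 0.83). Outside the vascular genes, 37 of 39 proliferation genes were lower, with Mki67 (Ki-67) going from 383 to 10.8 CPM, and 30 of 38 hypoxia targets were higher, with the glucose transporter gene Slc2a1 at 2.98. Chaperones of the endoplasmic reticulum rose, led by Hspa5 (BiP, 2.69, SE 0.08, adjusted p = 3.3e-11) among 19 higher of 24 unfolded protein response genes, and 28 of 32 integrated stress response genes were higher, with Ppp1r15a at 4.24. Each of these 4 counts was the same adjusted over the list alone. Camera set these 4 lists apart at 3.6e-21 or lower, with adjusted p = 0.022 for the proliferation, unfolded protein response and integrated stress response genes and 0.035 for hypoxia targets with an estimated correlation. In the annotation terms that come with the count table, tested by a one-sided Fisher's exact test after the data had been seen, angiogenesis ranked at place 5 among the higher genes (50 of 174, adjusted p = 1.25e-05), cell adhesion at place 1 (90 of 318, adjusted p = 5.9e-10), and blood vessel morphogenesis had 8 of 23 (adjusted p = 0.075). The paper states from the clustering and the principal components that the cells differentiated over time, and reports vessel-forming genes as the leading signature of its enrichment analysis.

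**Figure D1:**
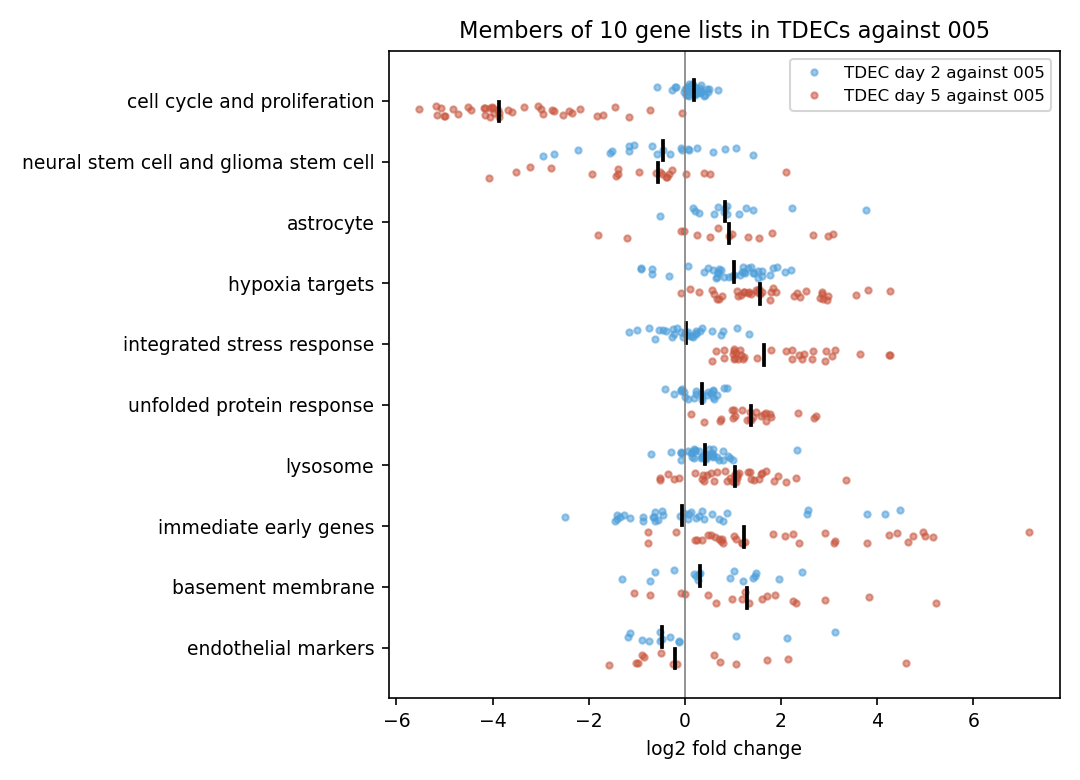
Log2 fold change against 005 (horizontal axis) of the tested members of 10 gene lists on day 2 and day 5, each point a gene and each black bar the list median. The medians on day 5 run from −3.86 for the proliferation genes to 1.65 for the integrated stress response.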

Western blot analysis showed that VEGFR‐2 was not expressed in TDECs (Figure 1H).

**FIGURE 1:**
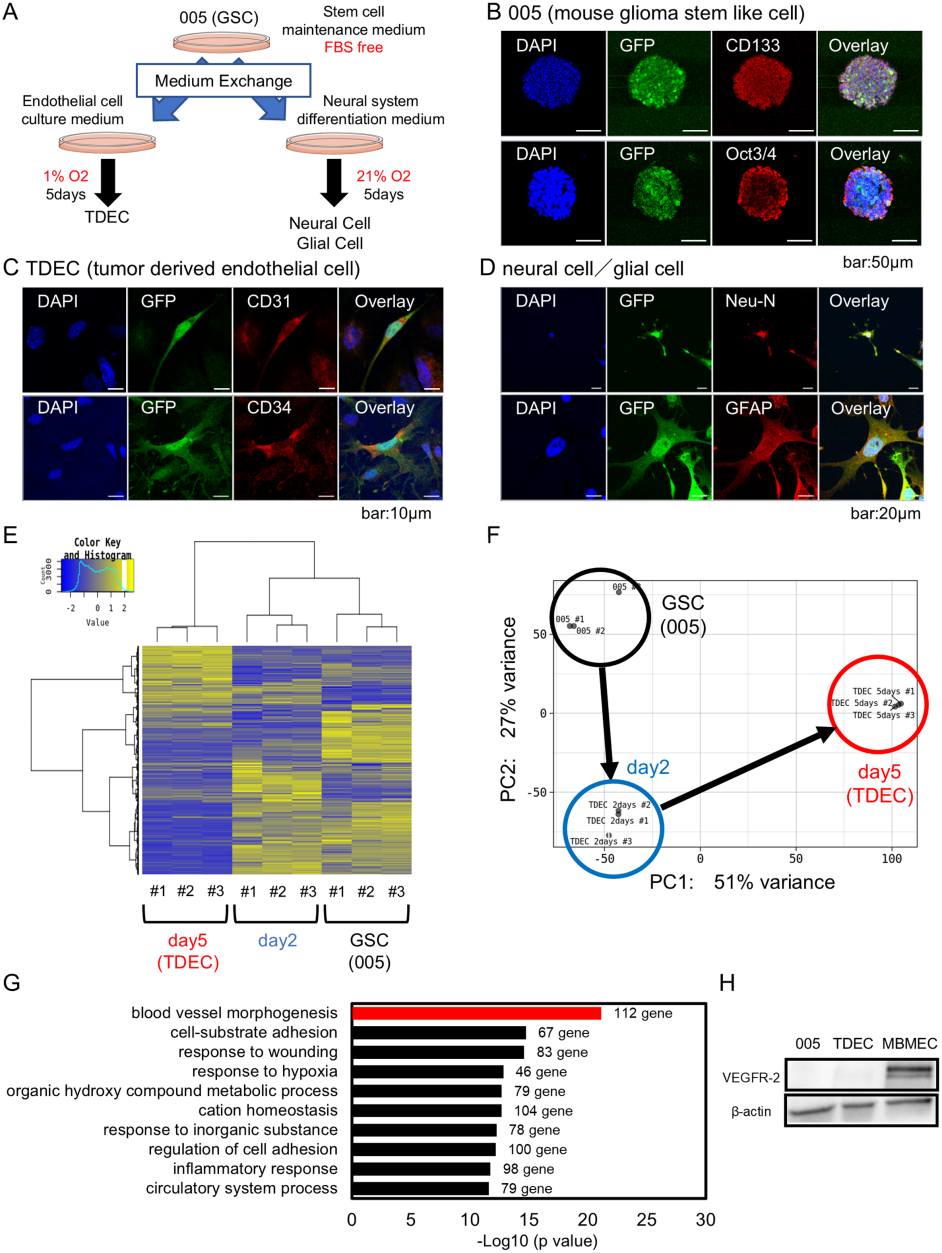
Tumor‐derived endothelial cells (TDECs) differentiated from pluripotent glioma stem like cells (GSCs, 005). (A) Schema of differentiation of 005, a mouse GSC line, to TDECs, neural, and glial cells. (B–D) Immunocytochemistry of 005 cells (B) and TDECs (C), neural cells, and glial cells (D) differentiated from 005 cells. (E, F) Heatmap and principal component analysis (PCA) of genes of 005 cells, TDECs on Day 2, and TDECs on Day 5 detected by RNA‐Seq (*n* = 3). (G) Enrichment analysis of GO terms associated with up‐regulated genes in TDECs compared with genes in 005 cells. (*q* < 0.05, log_2_ fold change (gene expression of TDECs/005 s) > 1). (H) Western blot analysis of VEGFR‐2 in 005 cells, TDECs, and mouse brain microvascular endothelial cells (MBMECs).

### 3.2 Effect of VEGF Pathway Inhibitors (Anti‐VEGF Antibody or VEGFR Inhibitor) on Brain Tumor Model Using Two Types of Cell Lines

Next, U87ΔEGFR brain tumor model mice were treated with axitinib, VEGFR and multi‐kinase inhibitor (Figure 2A). Median survival time was 15 days in the control group and 20 days in the axitinib group (log‐rank test, *p* = 0.0002, Figure 2B). Average survival time was 14.9 ± 0.32 days in the control group and 19.6 ± 1.03 days in the axitinib group (unpaired *t*‐test, *p* = 0.0016, Figure 2C). CD31 immunohistochemical staining revealed the number of tumor blood vessels (HPF, 10×) in the axitinib group (4.27 ± 0.78/1HPF) and in the control group (9.75 ± 1.65/1HPF) (Unpaired *t*‐test, *p* = 0.0128, Figure 2D). Furthermore, HE staining and MRI results of tumors 9 days after drug administration demonstrated a remarkable tumor suppressive effect and necrotic lesion in the axitinib group (Figure 2E,F).

**FIGURE 2:**
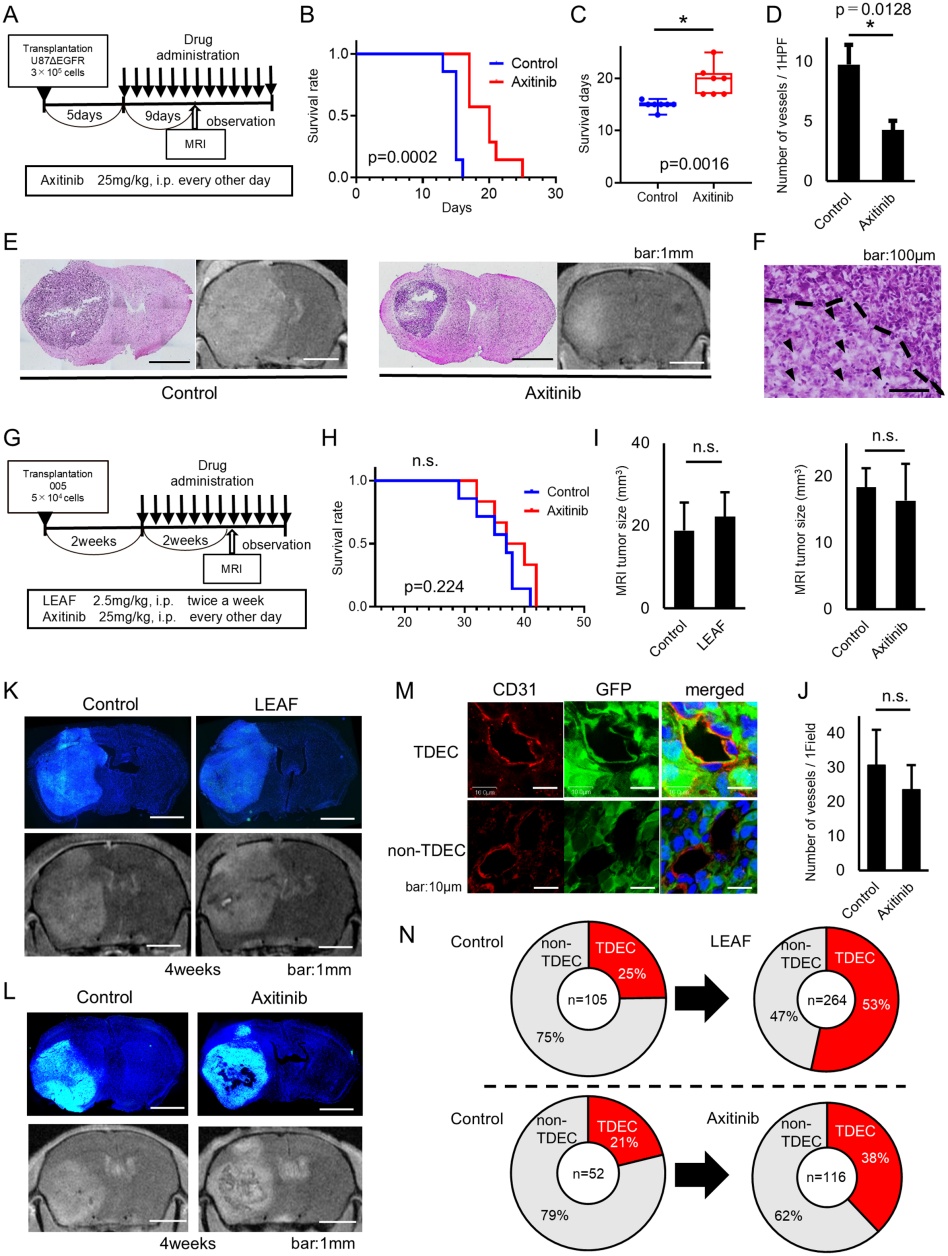
Inhibition of the VEGF pathway is ineffective in the GSC‐transplanted mouse tumor model and results in tumor vascular growth composed of TDECs. (A) Administration protocol for axitinib (VEGFR inhibitor) to mice transplanted with U87ΔEGFR cells. (B) Kaplan–Meier survival curve of control and axitinib‐treated U87ΔEGFR brain tumor model mice (log‐rank test, *p* = 0.0002). (C) Box plot for survival (days) of the control and the axitinib groups (unpaired *t*‐test, *p* = 0.0016). (D) Graph of the average number of blood vessels per field of view in tissue immunostaining in the control and the axitinib groups. (E) HE staining and gadolinium contrast‐enhanced MRI of two groups on Day 9 after the start of treatment (bar: 1 mm). (F) Intra‐tumor necrosis image (HE staining) in the axitinib group (below the dotted line: Necrotic area; arrowhead: Necrotic cells). (G) Administration protocol for axitinib and LEAF (anti‐mouse VEGF antibody) to brain tumor mouse model derived from 005 cells. (H) Kaplan–Meier survival curve of control and axitinib‐treated 005 mouse model (log‐rank test, *p* = 0.224). (I) Comparison of tumor volume on MRI (control vs. LEAF: *p* = 0.7266; control vs. Axitinib: *p* = 0.7606). (J) Comparison of the average number of blood vessels per field of view in tissue immunostaining (control vs. axitinib: *p* > 0.05). (K, L) Nuclear staining of tissue and gadolinium contrast‐enhanced MRI 2 weeks after initiation of treatment (bar: 1 mm). (M) Comparison of TDECs and non‐TDECs of intra‐tumor vascular endothelial cells by immunohistochemistry of CD31 (CD31: Red, 005: Green by GFP, nuclear staining: Blue). (N) Number of tumor blood vessels in the tumor after anti‐angiogenic therapy (LEAF, axitinib) and the ratio of TDEC/non‐TDEC in immunohistochemistry. * indicates significant differnce.

The 005 model with axitinib showed 37 days (control) and 38.5 days (axitinib) in median survival time, respectively (log‐rank test, *p* = 0.224, Figure 2G,H). The tumor volume (mean ± SEM) on MRI at 2 weeks after drug administration was 18.85 ± 6.82 mm^3^ (control) and 22.25 ± 5.90 mm^3^ (LEAF) (unpaired *t*‐test, *p* = 0.727); the tumor volumes were 18.35 ± 2.85 mm^3^ (control) and 16.34 ± 5.59 mm^3^ (axitinib), respectively (Unpaired *t*‐test, *p* = 0.761) (Figure 2I–L). Furthermore, the number of tumor blood vessels was 30.7 ± 10.4/1HPF (control) and 23.6 ± 7.2/1HPF (axitinib) (Unpaired *t*‐test, *p* = 0.3920, Figure 2J). Together these results indicate that LEAF and axitinib treatment had no tumor reduction effect on tumors derived from 005.

TDECs or non‐TDECs, which were endothelial cells derived from normal brain tissue, bone marrow, or mesenchymal stem cells, but not differentiated from GSCs, were evaluated by the CD31immunostaining and 005‐derived GFP (Figure 2M). In LEAF group and axitinib group, both the proportion and number of non‐TDECs decreased compared with those in the control group (75% and 47%, control group vs. LEAF group; 79% and 62%, control group vs. axitinib group) and the proportion and number of TDECs increased (25% and 53%, control group vs. LEAF group; 21% and 38%, control group vs. axitinib group) (Figure 2N).

The administration of axitinib to the 005 mouse model had no prognostic survival effect, but on the contrary induced tumor vascular growth.

### 3.3 Differences in Ex Vivo Angiogenesis and Genetic Characteristics Between TDECs and Normal Vascular Endothelial Cells

The tube formation assays were performed to evaluate the anti‐angiogenic effects ex vivo on 3 types of endothelial cells (TDECs, MBMECs and HUVECs). Axitinib administration disrupted the tube formations of MBMECs and HUVECs in a concentration‐dependent manner; the half maximal inhibitory concentrations (IC50) were 13.68 μM (MBMEC) and 5.45 μM (HUVEC) (Figure 3A,B). In contrast, axitinib and LEAF had no impact on TDEC tube formation (Figure 3A,C,D). VEGFR‐2 was not expressed in TDECs (Figure 1H). These results suggested that tube formation of TDECs occurred through an VEGF‐independent angiogenesis pathway. On the other hand, undifferentiated 005 and U87ΔEGFR did not show obvious tube formation in culture at 24 h on Matrigel (Figure S3). 

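RNA of day 5 TDECs was compared with RNA of MBMECs, which were grown in another medium and for which no oxygen level is given, with 3 libraries of each. Kdr encodes the main receptor of VEGF on endothelial cells, and its RNA was 3.85 ± 0.337 CPM in TDECs and 569 ± 17.7 CPM in MBMECs (SD, n = 3; log2 fold change −7.21, SE 0.08, adjusted p = 5.4e-33 from edgeR's quasi-likelihood test). Tek encodes Tie2, the receptor of the angiopoietins, and stood at 0.385 ± 0.141 CPM in TDECs and 60.2 ± 2.39 CPM in MBMECs (−7.27, SE 0.16, adjusted p = 9.0e-26). Every TDEC library was below every MBMEC library for both genes. Other receptors of the same families were lower as well, with the VEGF co-receptor gene Nrp2 at −4.72 and Tie1, which had no counts in TDECs, at least 9194-fold lower with a floor of 3 counts over the group. Such floors and counting intervals cover counting error only. Of 16135 genes tested, 4534 were higher and 3359 lower in TDECs, at 15617686 to 17093061 counts per MBMEC library.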

Volcano plots from RNA‐seq data of MBMECs and TDECs showed that Kdr (VEGFR‐2) and Tek (Tie2) were significantly decreased in the TDECs compared with those in the MBMECs (Figure 3E). We analyzed the significantly upregulated genes in TDECs related to tumor growth factors and selected Angpt2, Lama4, Egr1, Egr3, and Vegfa. 

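Vegfa, the main VEGF ligand, stood at 1790 ± 19.1 CPM in TDECs against 24.0 ± 0.485 CPM in MBMECs (SD, n = 3; log2 fold change 6.22, SE 0.05, adjusted p = 1.8e-34 from edgeR's quasi-likelihood test). Lama4 was higher by 4.86 (SE 0.06, adjusted p = 1.1e-31), at 794 ± 33.4 CPM, and Angpt2, a ligand of Tie2, by 2.86 (SE 0.09, adjusted p = 8.5e-22), at 55.8 ± 3.49 CPM against 7.69 ± 0.504 CPM. Egr1, a transcription factor that answers growth factor signals, was higher by 3.59 (SE 0.05), at 1140 ± 41.2 CPM. Egr3, of the same family, was higher by 5.81 (SE 0.22) but near the floor in MBMECs, at 0.373 ± 0.146 CPM. Sphk1, Fgf1 and Fgfr1, which also act in growth factor signalling, were higher (4.95, 6.42 and 1.99). Pgf and Apln were lower in TDECs (−5.63 and −4.98), and Cxcl12 had 2 counts over the 3 TDEC libraries and 42429 in MBMECs, a ratio of 15701 (counting interval 4346 to 129652).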

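Between TDECs and MBMECs the first principal component held 98.0% of the variance and the second 0.527%, or 82.9% and 5.02% with each gene scaled to unit variance. The mean distance between libraries was 343 across the 2 groups and 41.8 within them, and the libraries clustered by group (exact permutation p = 0.1, two-sided, the smallest that 3 libraries against 3 allow). Among the largest rises in TDECs were those of Igfbp2, an insulin-like growth factor binding protein, and Gpm6b, a membrane protein of neurons and oligodendrocytes. Both had no counts in MBMECs and were at least 19668-fold and 15598-fold higher, and such bounds set no order among genes. The stem cell transcription factors Sox2 and Olig2 had no counts there either and were at least 3722-fold and 3413-fold higher. Of the 56 genes that the supplement lists for the blood vessel term, 56 were higher in TDECs (56 adjusted over the list alone), with a median log2 fold change of 4.14, and as the study picked them from these libraries this is not independent evidence. Of the longer supplementary list that was chosen against 005, 97 of 191 were higher in TDECs than in MBMECs and 50 were lower (97 and 50 adjusted over the list alone). In the annotation terms, a one-sided Fisher's exact test found angiogenesis enriched among the genes lower in TDECs (81 of 191, adjusted p = 2.2e-09) and not among those higher (52 of 191, adjusted p = 1.0). Blood vessel morphogenesis, with fewer tested members there than the supplement lists, had 9 of 27 among the higher genes (adjusted p = 0.86), and negative regulation of angiogenesis 33 of 72 (adjusted p = 0.022). Among the higher genes, nervous system development had 161 of 333 and axon guidance 72 of 131.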

Principal component analysis and hierarchical clustering heatmap and enrichment analysis revealed that the TDEC group was enriched in blood vessel morphogenesis (51 genes, −LogP = 9.416) compared with the MBMEC group (Figure 3F,G and Figure S2). 

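Of 14 VEGF ligands, receptors and signalling genes, 3 were higher in TDECs than in MBMECs and 7 lower, and of 35 angiogenic ligands and receptors outside that family 13 were higher and 16 lower, with the same counts adjusted over the list alone. Basement membrane genes went both ways, with 8 of 18 higher, such as the collagen chain gene Col4a5 (log2 fold change 4.21), and 6 lower, such as Nid1 (nidogen, −6.23) and Col4a2 (−3.76), and again the same counts adjusted over the list alone. All 30 endothelial markers were lower in TDECs (30 adjusted over the list alone), with a list median of −9.24, or −9.17 with the 5 genes without counts at their bound. Cdh5, the cadherin of endothelial junctions, had 3 counts over the 3 TDEC libraries and 97191 in MBMECs, a ratio of 23977 (counting interval 8204 to 116269). Pecam1 (−10.75, SE 0.09) and Cd34 (−11.41, SE 0.10, adjusted p = 1.8e-34 from edgeR's quasi-likelihood test) were at 0.705 ± 0.0959 and 0.517 ± 0.200 CPM in TDECs and at 1230 ± 23.6 and 1430 ± 42.2 CPM in MBMECs (SD, n = 3). The markers nearest to the MBMEC level, named after their values were seen, were Ets1, Flt1 and Plvap, at 31.9%, 23.2% and 14.1% of it. In 005 they stood at 36.1%, 0.959% and 9.37%, so Ets1 had not risen and Flt1 had risen furthest of them. Proliferation genes were lower in TDECs as well, 37 of 39 of them (37 adjusted over the list alone). Camera set the endothelial markers apart (adjusted p = 4.7e-26), with adjusted p = 0.058 with an estimated correlation, and gave adjusted p = 0.020 for the VEGF genes and 0.038 for the other angiogenic genes, downward, or 0.26 and 0.21 with an estimated correlation. The median of the latter list was −0.57 and turned to 0.63 with a filter of at least 1 count.

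**Figure D2:**
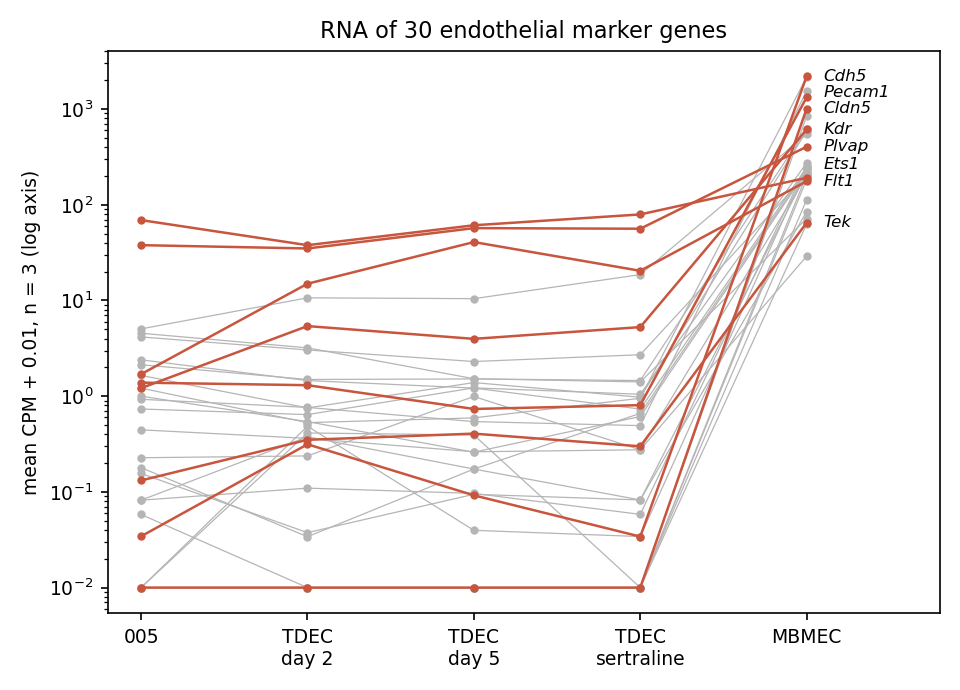
Mean CPM plus 0.01 (vertical log axis, n = 3 libraries) of 30 endothelial marker genes in 005, TDECs on day 2 and day 5, sertraline-treated TDECs and MBMECs, each line a gene. In day 5 TDECs 23 of the 30 lie under 1% of their MBMEC level.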

Gene signature of TDEC group highly associated with vascular proliferation.

**FIGURE 3:**
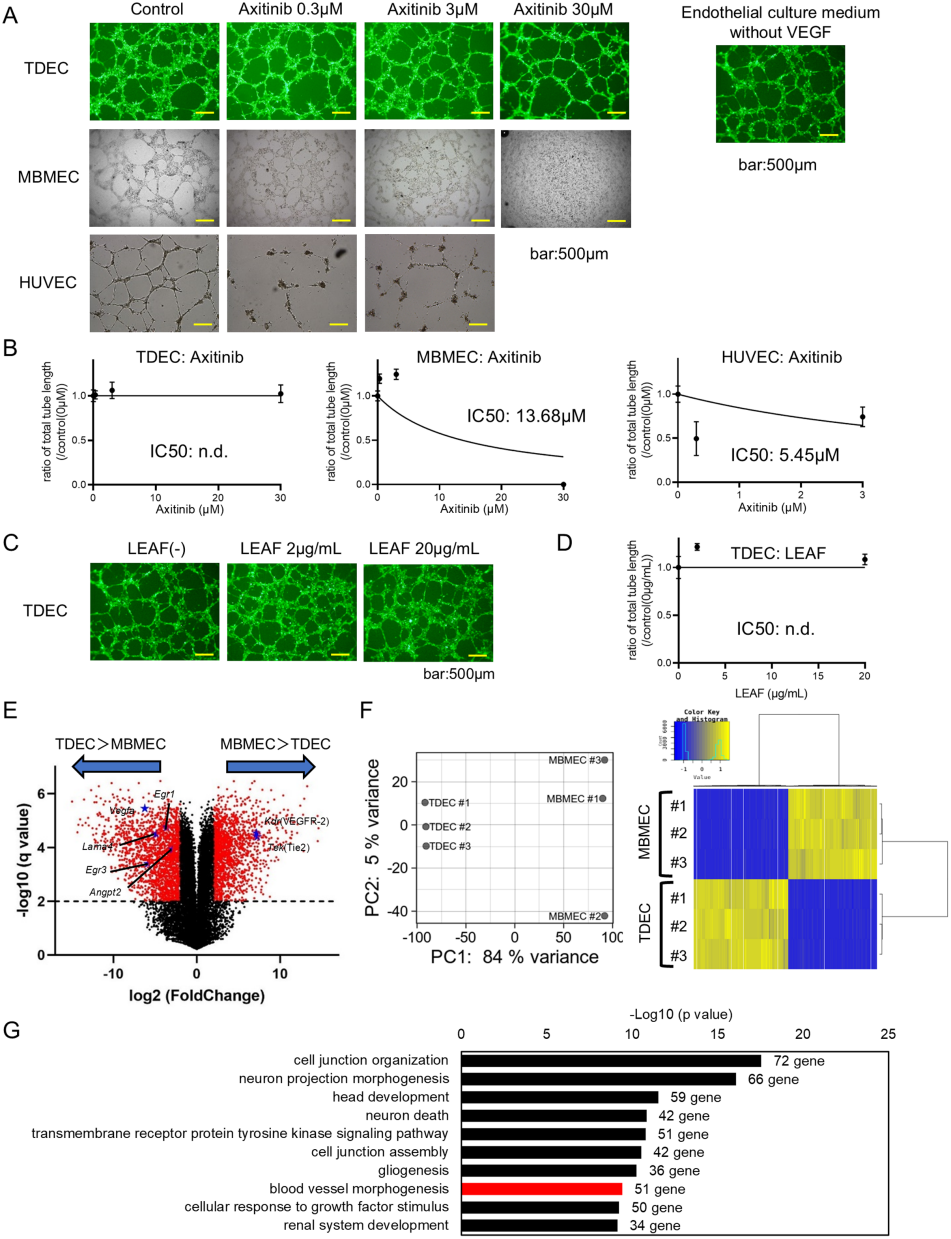
Response of TDECs and mouse brain microvascular endothelial cells (MBMECs) to anti‐angiogenic drugs and genetic analysis. (A) Tube formation assay using vascular endothelial cells at 24 h and evaluation of anti‐angiogenic effects under axitinib administration or VEGF‐free conditions (bar: 500 μm). (B) Quantitative results of total tube length of tube formation of TDECs, MBMECs, and HUVECs treated with axitinib. (*n* = 4). (C) Tube formation assay using TDECs with LEAF (bar: 500 μm). (D) Quantitative results of total tube length of TDECs treated with LEAF (*n* = 4). (E) Volcano plot analysis of TDECs and MBMECs (*q* < 0.05, log_2_ fold change (gene expression of MBMEC/TDEC) > 1 or < −1). F, Principal component analysis (PCA) and heatmap of all expressed genes of MBMECs versus TDECs detected by RNA‐Seq (*n* = 3). (G) Enrichment analysis of GO terms associated with up‐regulated genes in TDECs compared with genes in MBMECs (*q* < 0.05, log_2_ fold change (gene expression of TDEC/MBMEC) > 1).

### 3.4 Screening of New Anti‐Angiogenic Agents Targeting TDEC Tumor Blood Vessels by Drug Repositioning

Based on the above results and previous reports, we used the TDEC tube formation assay as an ex vivo VEGF‐independent tumor vascular screening model [23, 24, 25]. Total tube length was measured and its IC50 was evaluated to quantitatively compare screening drugs and to determine the drug concentration to be used in the mouse model. Furthermore, when targeting glioblastoma that highly infiltrates the normal brain, novel candidate drugs must pass through the BBB. We listed 19 antidepressants and anxiolytics with demonstrated ability to cross the BBB and with relatively low toxicity (Figure 4A and Figure S4). Tube formation of TDECs was detected at 6 h and was almost completed in 24 h (Figure 4B). The results showed that sertraline, a selective serotonin reuptake inhibitor (SSRI) antidepressant, had the strongest concentration‐dependent inhibitory effect on tube formation of TDECs, while etizolam, a benzodiazepine anxiolytic, had no inhibitory effect (Figure 4C–E). We further found that sertraline had no inhibitory effect on tube formation of MBMECs (Figure 4C,F). The IC50 of sertraline for tube formation of TDECs was 4.64 μM, which was the lowest level of the 19 drugs (Figure 4D; Figures S5 and S6). We next examined the growth inhibitory activity of sertraline on two types of endothelial cells (TDECs and MBMECs) and neural cells and glial cells differentiated from 005 by WST‐1 assays. Sertraline showed a growth inhibitory effect against TDECs at 10 μM, whereas no growth inhibition was observed in the other two groups up to 10 μM (Figure 4G–I and Figure S7).

**FIGURE 4:**
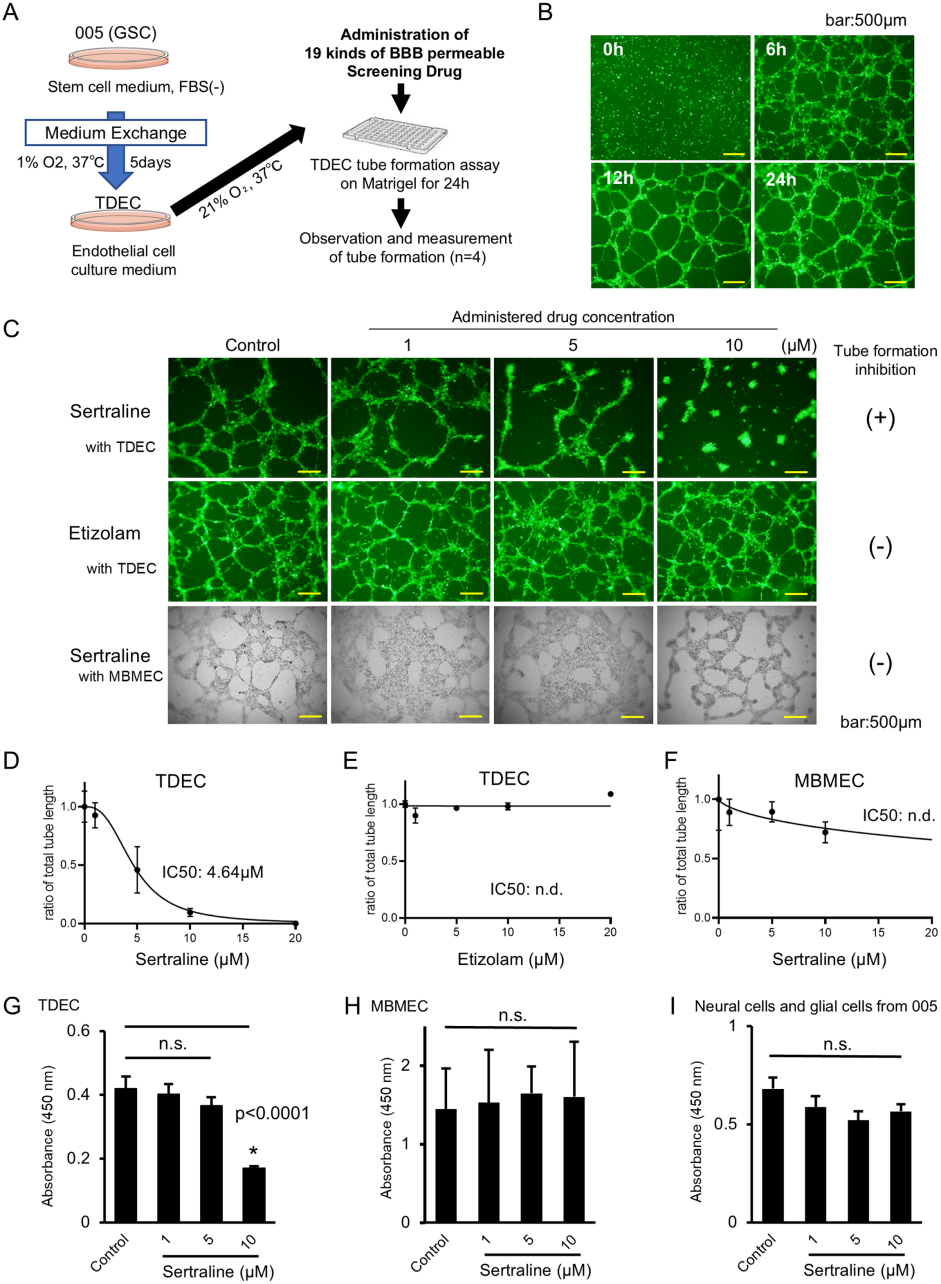
Drug screening using tube formation assays. (A) The Schema of drug screening using the ex vivo TDEC tube formation assay. (B) Fluorescence imaging of tube formation on Matrigel using TDECs differentiated from 005 cells (bar: 500 μm). (C) Tube formation assays in TDECs or MBMECs treated with the candidate drugs (bar: 500 μm). (D–F) IC50 of the inhibitory effect of the candidate drugs for TDEC‐ or MBMEC‐derived angiogenesis. (G–I) Cytotoxicity of sertraline for TDECs (G), MBMECs (H), or neural cells and glial cells from 005 (I) was measured using WST‐1 assays. * indicates significant difference.

These results suggest that sertraline, identified in an ex vivo drug screening, may be a potential and safe candidate as a novel anti‐angiogenic drug targeting TDECs.

### 3.5 Anti‐Angiogenic Mechanism of Sertraline in Tumor Blood Vessels Composed of TDECs

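Sertraline, an inhibitor of serotonin uptake, was given at 5 μM for 24 h to TDECs differentiated for 5 days, and RNA of 3 treated libraries was compared with RNA of the 3 untreated day 5 TDEC libraries. With the drug, 283 genes were higher and 506 lower, of 15540 tested by edgeR's quasi-likelihood test. Among genes of at least 10 CPM in the higher group, the largest falls were in Fosb (log2 fold change −4.67, SE 0.07, adjusted p = 3.5e-17) and Fos, which form the AP-1 transcription factor, and in Pygl, which breaks down glycogen (−2.44, SE 0.11). In the same range of CPM the largest rises were in Klhdc8a (3.05, SE 0.24), in C3, a complement protein (2.80, SE 0.33), and in Scg2, a secreted granin that rose from 42.2 to 262 CPM (2.64, SE 0.08, adjusted p = 1.4e-12). The treated libraries held 13557376 to 13639357 counts, and mitochondrially encoded genes took 2.56% ± 0.0813% of them (SD, n = 3). Of 12 mitochondrially encoded genes tested, 10 were lower at an adjusted p under 0.05, with a median of −0.66, and 1, mt-Co2, was also past the fold threshold (−1.16; 2 adjusted over the list alone). Replicate 2 of the treated cells stood apart, with a chi-square per gene of 6.97 and 7.27 against the other replicates and 2.28 between those. The first principal component held 62.6% of the variance, and the libraries clustered by treatment, at a mean distance of 65.8 between and 38.6 within groups (exact permutation p = 0.1, two-sided, the smallest possible). The sample descriptions place collection 24 h after the drug was added on day 5 and give the untreated libraries no day, so the treated cells may be 1 day older. The titles of the 005 and untreated TDEC libraries share a prefix that the treated titles lack. The treated cells may therefore come from a separate series or batch, which could not be told apart from the drug.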

We performed in vitro RNA‐seq on TDECs before and after sertraline (5 μM) administration (biological replicates, *n* = 3) and hierarchical clustering heatmap (Figure 5A). 

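The 12 tested genes that the supplement gives for blood vessel endothelial cell migration were all lower with sertraline (12 adjusted over the list alone). Their median log2 fold change was −1.73, and as the study took the list from these libraries this is not independent evidence. The list names Klf2, a transcription factor that answers blood flow (−1.92, SE 0.09, adjusted p = 4.7e-10 from edgeR's quasi-likelihood test, from 43.1 to 11.4 CPM), and Ptk2b, a kinase of cell adhesion (−1.88). In the annotation terms, endothelial cell migration, which is another term than the paper's, had 0 of 22 among the lower genes and angiogenesis 6 of 175, each with adjusted p = 1.0 by a one-sided Fisher's exact test. Signalling by G protein-coupled receptors was the 1 term past the threshold among the lower genes, with 19 of 194 (adjusted p = 0.0024). Among the higher genes 17 terms passed, including positive regulation of cell migration (14 of 189, adjusted p = 0.0061) and negative regulation of angiogenesis (7 of 65, adjusted p = 0.024).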

We focused on the gene signature related to blood vessel endothelial cell migration in enrichment analysis (−LogP = 2.590) (Figure 5B and Figure S1). We also focused on angiogenesis‐related genes that were significantly suppressed after sertraline administration from genes differentiated by the volcano plot (*q* = 0.05, Log_2_FC < −1 or 1 < Log_2_FC) (Figure 5C,D) and selected 5 genes, Lama4, Egr3, Egr1, Fos, and Angpt2. 

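Fos fell from 726 ± 18.2 to 61.0 ± 6.71 CPM with sertraline (SD, n = 3; log2 fold change −3.57, SE 0.07, adjusted p = 2.3e-15 from edgeR's quasi-likelihood test), and Egr1 from 1200 ± 38.9 to 336 ± 37.3 CPM (−1.83, SE 0.07, adjusted p = 1.5e-11). Angpt2 fell from 58.4 ± 3.60 to 19.6 ± 1.11 CPM (−1.57, SE 0.08, adjusted p = 7.6e-10), Lama4 from 831 ± 30.9 to 305 ± 32.9 CPM (−1.44, SE 0.07, adjusted p = 2.3e-10) and Egr3 from 22.6 ± 2.79 to 10.3 ± 0.948 CPM (−1.14, SE 0.12, adjusted p = 2.8e-06). For each of these genes every treated library was below every control library (exact two-sided permutation p = 0.1, the smallest possible). The 11 genes drawn as decreased in Fig. 5D were all lower, from Klf2 to Egr3, and of the 25 drawn as elevated 18 were higher. Among the latter, Ccl2, a chemokine that draws monocytes, rose by 1.89, Fgf7 by 1.73 and Anxa1 by 1.59. Hdac7, Thbs1, Itga3 and Itga7 were higher at an adjusted p under 0.05 but stayed under the fold threshold (0.87, 0.90, 0.91 and 0.98), and Ecscr, Wnt4 and Slit2 had too few counts to be tested. Against a log2 fold change of 1 as the null value (glmTreat), Egr3, Mmrn2, Ptk2b, Tgfbr3l and Stab1 of the decreased genes did not pass. Leaving out replicate 2 of the control TDECs took Esm1 and Cxcl10 below the fold threshold, and leaving out replicate 3 took Col8a1 below it.

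**Figure D3:**
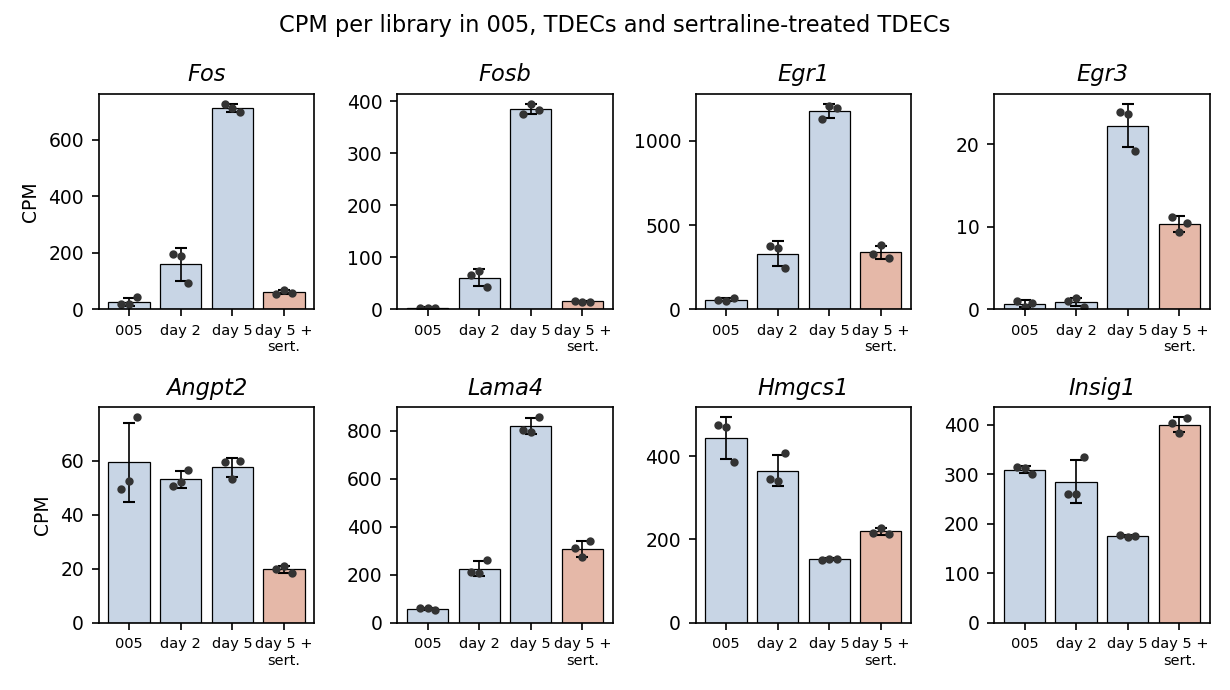
CPM (vertical axes) of Fos, Fosb, Egr1, Egr3, Angpt2, Lama4, Hmgcs1 and Insig1 in 005, TDECs on day 2 and day 5 and sertraline-treated TDECs, with points for libraries, columns for means and bars for the SD of 3 libraries. With all 15 libraries scaled together, Fos goes from 714 CPM in untreated to 61.4 CPM in treated TDECs, and Insig1 from 175 to 400 CPM.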

Egr3, Egr1, and Fos are VEGF pathway‐dependent vascular growth factors, and Lama4 and Angpt2 are VEGF‐independent vascular growth factors. We examined the mRNA expression of the 5 genes in 005 cells and MBMECs (Figure 5E). 

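Relative to 005 set at 1, Lama4 was 14.1 ± 0.58 in day 5 TDECs, 5.32 ± 0.56 with sertraline and 0.510 ± 0.032 in MBMECs (SD, n = 3 libraries per group). Egr1 was 21.1 ± 0.76 in TDECs, 6.05 ± 0.69 with sertraline and 1.84 ± 0.11 in MBMECs, and Fos was 26.7 ± 0.54, 2.30 ± 0.26 and 0.700 ± 0.086. Egr3 was 31.9 ± 3.80 in TDECs, 14.8 ± 1.35 with sertraline and 0.577 ± 0.226 in MBMECs, on low levels in 005. Angpt2 was the exception to the rise during differentiation, at 0.969 ± 0.060 in TDECs, 0.333 ± 0.020 with sertraline and 0.140 ± 0.009 in MBMECs. With sertraline the level left was 37.6% of the TDEC control for Lama4, 46.5% for Egr3, 28.7% for Egr1, 8.61% for Fos and 34.4% for Angpt2.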

Kdr (VEGFR‐2) and Vegfa (VEGFA) genes, which play an important role in the VEGF pathway, were also evaluated, but these were not affected by sertraline administration. In addition, the expression of Tek (ANGPT1R, a receptor for Angiopoietin‐2), was low in 3 groups except for MBMECs (Figure 5F). 

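Kdr stood at 4.03 ± 0.372 CPM in control TDECs and 5.22 ± 1.42 CPM with sertraline (SD, n = 3), a log2 fold change of 0.38 (SE 0.21, adjusted p = 0.18 from edgeR's quasi-likelihood test; exact two-sided permutation p = 0.2). Vegfa was near 1872 CPM in both groups, with a log2 fold change of 0.00 (SE 0.05, adjusted p = 1.0; exact permutation p = 0.8). The standard errors leave room for small changes in Vegfa and wider ones in Kdr, whose RNA is scarce in these cells. Another VEGF receptor gene, Flt1, was lower with sertraline (−1.03, SE 0.09, adjusted p = 3.6e-07), from 41.5 ± 3.03 to 20.3 ± 1.61 CPM.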

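Tek was at 533 ± 19.0 in MBMECs relative to 005 (SD, n = 3), and at 3.26 ± 1.195 in day 5 TDECs and 2.38 ± 2.06 with sertraline. These ratios rest on 5 counts in 1 library of 005, replicate 2, and have no value without it, since the other replicates had no Tek counts. Leaving out sertraline replicate 1 took the treated level from 2.38 to 1.19. With all libraries, sertraline-treated TDECs held 73.0% of the Tek level of control TDECs, with an exact two-sided permutation p of 0.6, and the gene had too few counts for edgeR's test.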

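Slc6a4, which encodes the serotonin transporter, had 3, 1 and 0 counts in the 005 libraries, 2, 1 and 0 on day 2, 0, 1 and 1 on day 5, and 0, 1 and 0 in MBMECs and in sertraline-treated TDECs alike. These counts lie at or under the floor of 3 counts, which stands for 0.176 to 0.266 CPM depending on the library, so expression was not detectable at this depth. Other serotonin genes were read: of 24 genes of serotonin transport, receptors and turnover, 13 reached 10 counts in a library and 4 were never counted. Htr3a, a serotonin-gated ion channel, had 154 to 195 counts in 005, 198 to 246 on day 2, 21 to 45 on day 5 and 52 to 90 with sertraline. Htr1b had 34 to 43 counts on day 5 and 18 to 27 with sertraline, a log2 fold change of −1.04 past the test, and Htr5b 34 to 40 and 28 to 33. Maoa, which degrades serotonin, had 222 to 276 counts on day 5 and did not pass the test with sertraline (0.03). Tmem97, the sigma-2 receptor, had 568 to 627 counts on day 5 and 814 to 909 with sertraline, below the fold threshold (0.26, adjusted p = 0.0099 from edgeR's quasi-likelihood test). Tph2 had 32 to 42 counts on day 5 and Slc18a2 53 to 59, while Htr2b, Htr6, Slc18a1 and Slc6a2 had at most 8 in day 5 and treated TDECs. Htr2a was read in MBMECs, at 199 to 287 counts, against at most 4 in 005 and TDECs.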

There were no expressions of the sertraline target receptor, SLC6A4 (Serotonin Transporter), in 005 cells and TDECs. In the secreted Angiopoietin‐2 treated with sertraline, the increase of Angiopoietin‐2 in controls on Days 3 and 5 and a suppression of Angiopoietin‐2 secretion in the sertraline‐administered group at both time points were observed (Figure 5G). These results showed that sertraline had a broad spectrum of anti‐angiogenic effects, mainly on the non‐VEGF pathway.

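Of 13 VEGF ligands, receptors and signalling genes tested, 1, Flt1, was lower with sertraline (1 adjusted over the list alone), and the list median was 0.16. Of 28 angiogenic ligands and receptors outside the VEGF family, 2 were lower, Angpt2 and Notch4 (log2 fold change −1.08), and 7 were higher, with 2 and 7 adjusted over the list alone. The higher genes included Hbegf, a ligand of the EGF receptor (1.35, SE 0.08, adjusted p = 3.3e-09 from edgeR's quasi-likelihood test), Adm, which encodes adrenomedullin (1.32, SE 0.06, adjusted p = 4.3e-10), Cxcr4 (1.30), Fgfr2 (1.23) and Egfr (1.11). Camera placed this list upward with sertraline (adjusted p = 1.2e-04), with adjusted p = 0.11 with an estimated correlation, and gave 0.94 for the VEGF list. From its sertraline results, which include secreted angiopoietin-2, not analysed here, the paper concludes that the drug acts on angiogenesis broadly and mainly outside the VEGF pathway.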

**FIGURE 5:**
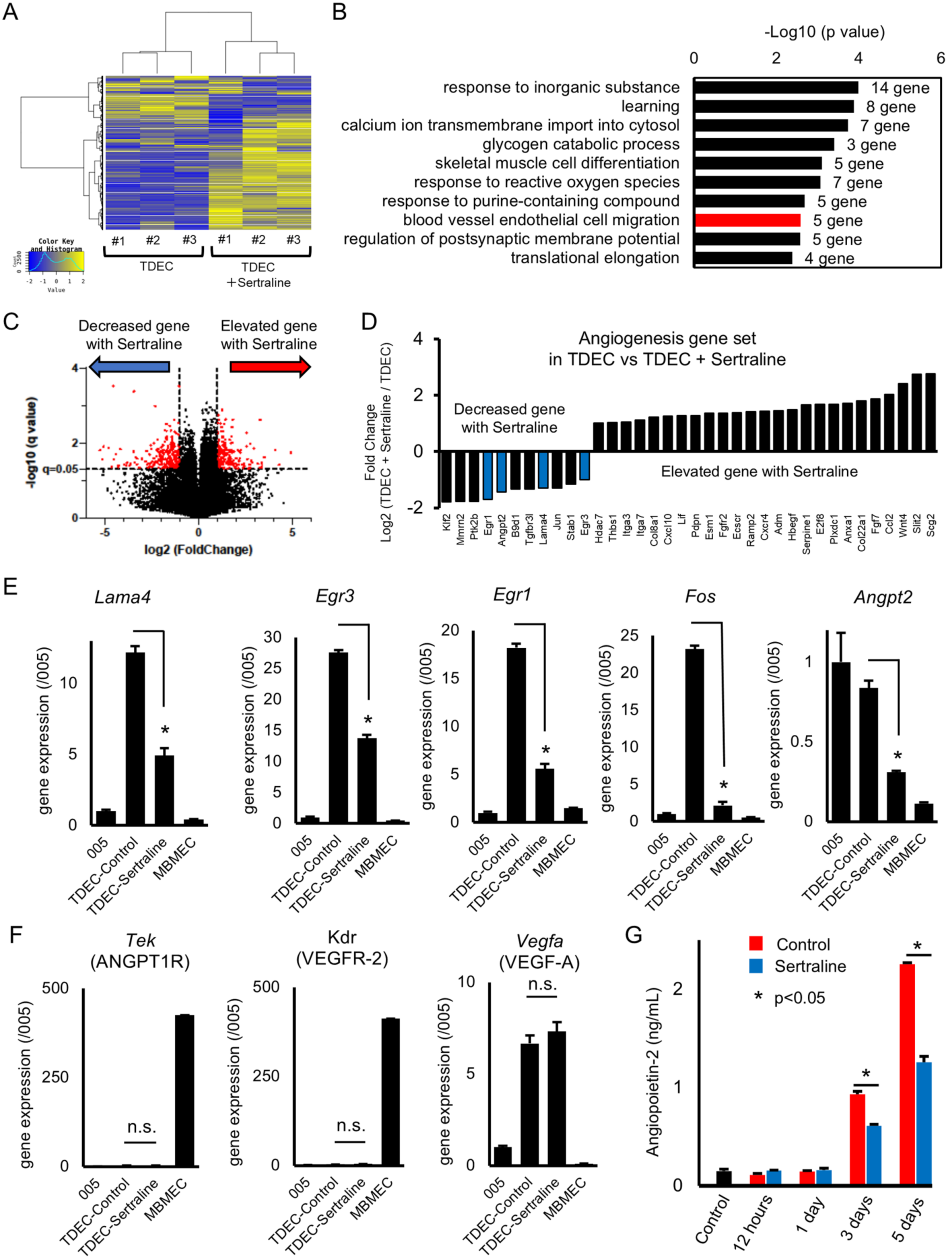
RNA‐seq of TDECs treated with sertraline. (A) Hierarchical clustering heatmap using RNA‐seq in control TDECs and TDECs treated with sertraline for 24 h (each *n* = 3). (B) Enrichment analysis of GO terms associated with down‐regulated genes in treated TDECs compared with genes in control TDECs (*q* < 0.05, log_2_ fold change (gene expression of treated/controls < −1). (C) Volcano plot analysis of data from RNA‐seq (*q* < 0.05, log_2_ fold change (gene expression of treated/controls) > 1 or < −1). D, Angiogenesis gene set expressions in treated TDECs compared with those in control TDECs (log_2_ fold change (gene expression of treated/controls) > 1 or < −1). (E, F) Gene expression of genes associated with vascular proliferation in 005 cells, TDECs, TDECs treated with sertraline, and MBMECs (Lama4: *p* = 0.0001, Egr3: *p* = 0.0027, Egr1: *p* < 0.0001, Fos: *p* < 0.0001, Angpt2: *p* < 0.0001, and Tek, Kdr, and Vegfa: *p* > 0.05, TDECs treated with sertraline vs. TDECs). (G) ELISA of Angiopoieting‐2 secreted into TDEC culture medium. * indicates significant difference.

### 3.6 Combination of Axitinib and Sertraline Prolonged Survival in a GSC Mouse Brain Tumor Model Resistant to VEGF Pathway Inhibitors

At 2 weeks after intracerebral transplantation of 005 cells, mice were treated with sertraline alone or combined with axitinib (Figure 6A–D). The axitinib monotherapy had no therapeutic effect in 005 mouse model (Figures 2H and 6C,D). MRI and IHC of the tumors at 4 weeks after transplantation and 2 weeks after treatment showed a trend toward tumor reduction in the axitinib + sertraline combination group compared with the control, axitinib, and sertraline groups (Figure 6B). Kaplan–Meier survival curve analysis showed improved survival days in the axitinib + sertraline combination group (log‐rank test *p* = 0.0403) (Figure 6C). There were no differences between the median survival days of the control, axitinib and sertraline groups (35.7 ± 1.42 (SE), 38.0 ± 1.51 (SE) and 34.9 ± 1.5 (SE) days, respectively); however, the median survival days was 42.7 ± 1.69 (SE) days in the axitinib + sertraline combination group, indicating a prognostic benefit of approximately 20% (unpaired *t*‐test, *p* = 0.0142) (Figure 6D). In brain tumor samples on Day 28, tumor blood vessels of both types (TDECs and non‐TDECs) were significantly reduced in the axitinib + sertraline combination group compared with those in the control group (*p* = 0.0286) (Figure 6E,F). These results in vivo suggest that sertraline alone has no effect on the differentiation or growth of GSCs. Furthermore, in the combination group, some necrosis from ischemia was observed as well as marked tumor vascular inhibition (Figure 6E,F).

**FIGURE 6:**
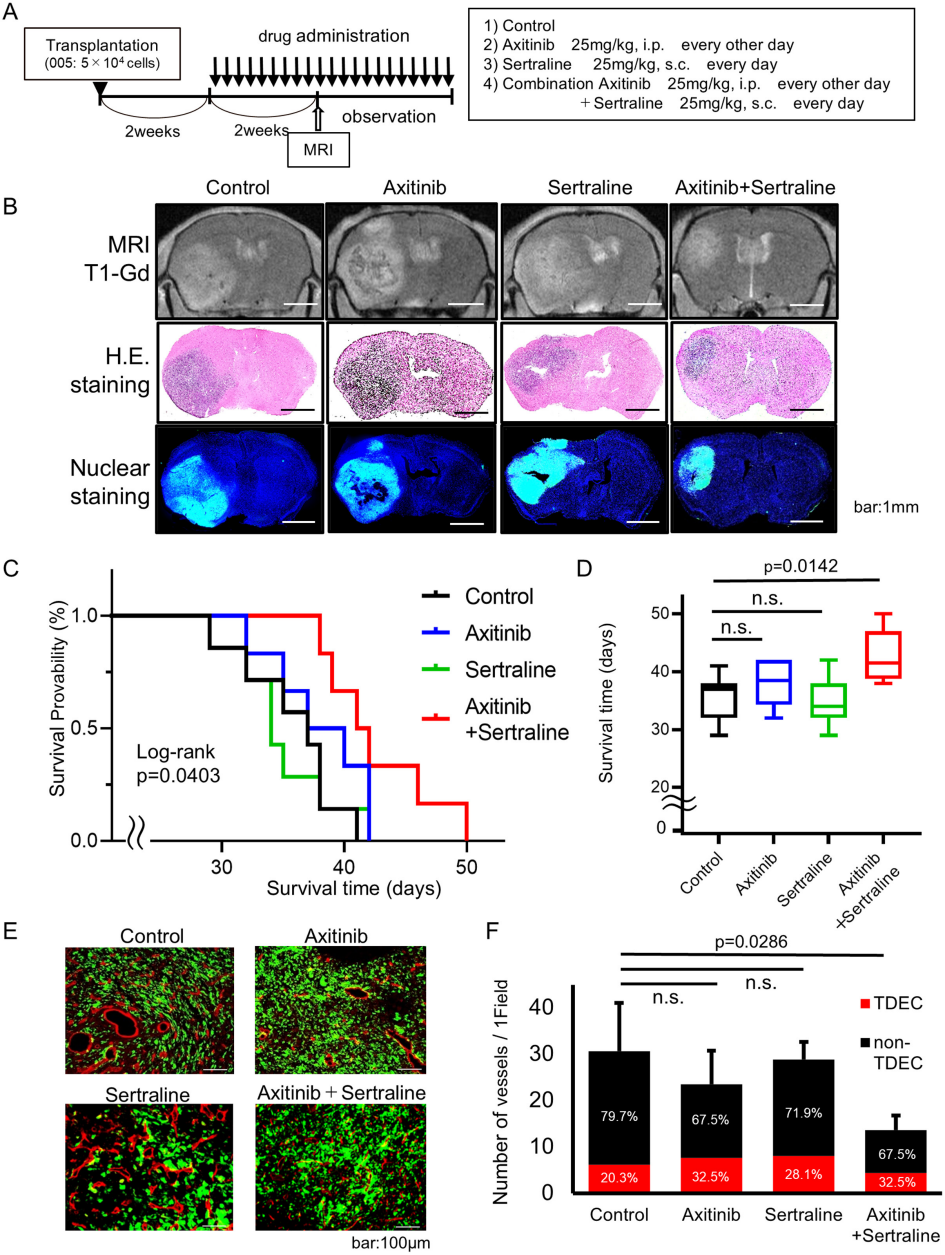
Combination treatment of axitinib and sertraline in 005 mouse model. (A) Experimental overview. (B) T1‐Gadolinium (Gd) image of MRI and HE‐stained and nuclear‐stained histology in tumor sections 2 weeks after treatment (scale bar: 1 mm). (C) Kaplan–Meier survival curves of the indicated groups (each *n* = 6 or 7) (log‐rank test *p* = 0.0403). (D) Graph of median survival time of the indicated groups (each *n* = 6 or 7) (control vs. combination of axitinib and sertraline, unpaired *t*‐test, *p* = 0.0142). (E) Comparison of tumor blood vessels in tumors by IHC of CD31 in the indicated groups. (F) Number of tumor blood vessels in tumors in the indicated groups and the ratio of TDEC/non‐TDEC in IHC data (control vs. combination of axitinib and sertraline: *p* = 0.0286).

These data indicated that one of the causes of resistance to anti‐VEGF pathway inhibitors was increased angiogenesis by TDECs differentiated from GSCs. They also indicated that the combination of anti‐VEGF pathway inhibitors and sertraline prolonged survival (Figure 7).

**FIGURE 7:**
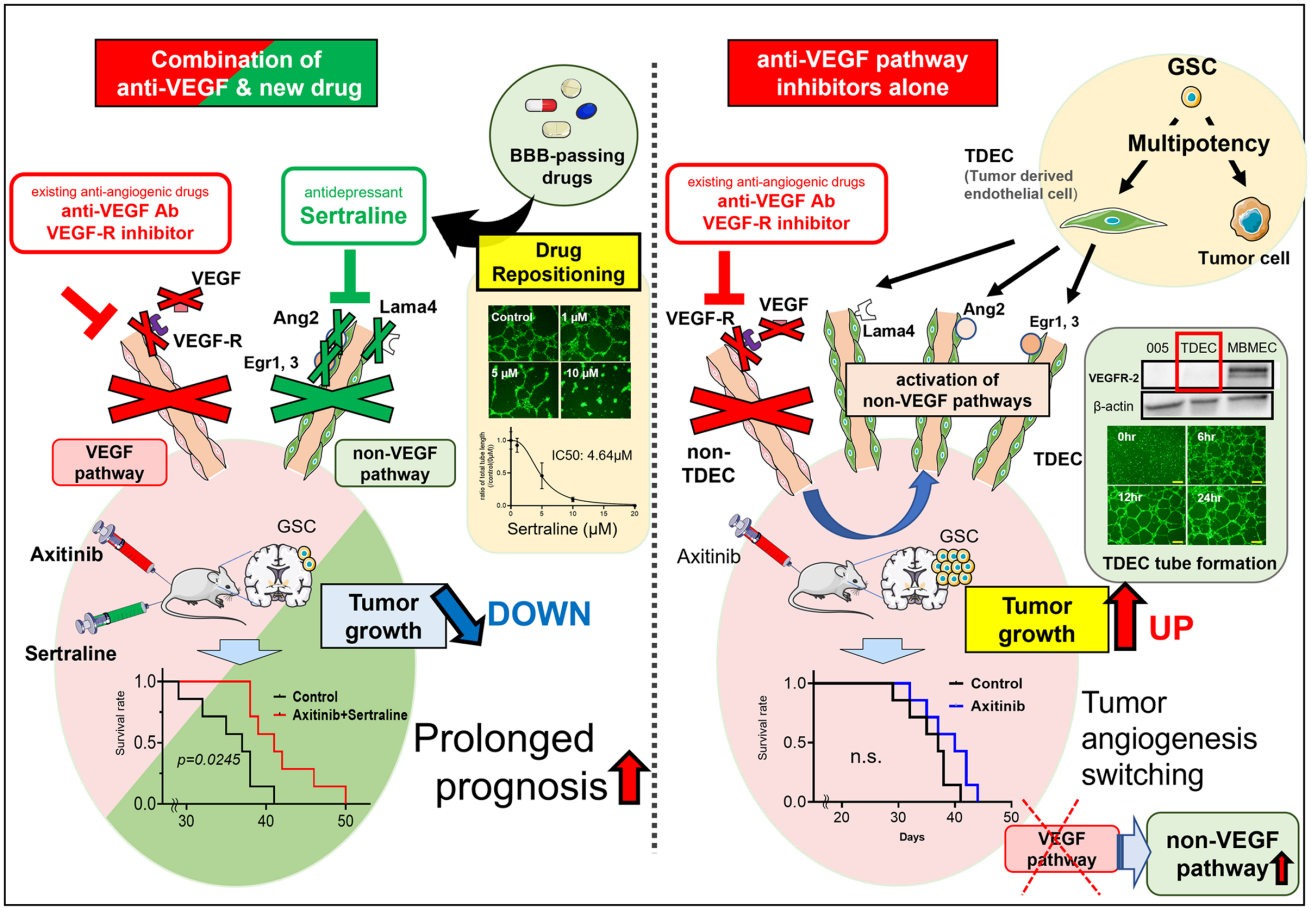
Graphic abstract of combined sertraline and anti‐VEGF therapy to glioblastoma. Right: Anti‐angiogenic therapy with VEGF pathway inhibition induces TDEC differentiation from glioma stem like cells, resulting in no therapeutic effect. Left: Combination therapy with a VEGF pathway inhibitor and sertraline (SSRI), TDEC‐targeted drug discovered through drug repositioning screening, provides new anti‐tumor and prognostic effects.

## 4 Discussion

The key points of this study are “focusing on tumor blood vessels consisting of TDECs differentiated from GSCs as one of the causes of resistance to anti‐VEGF pathway inhibitors” and “developing novel angiogenesis inhibitors for TDECs by repositioning existing drugs in the BBB passage”. Anti‐VEGF pathway inhibitors are an attractive therapy for various cancers but have limited therapeutic effects for glioblastoma, such as improvement of radiation necrosis and improvement of ADL because of reduced edema [26, 27, 28]. Fluvoxamine, an antidepressant identified by drug repositioning, shows efficacy against glioblastoma tumor invasion through the inhibition of invasive process formation [29]. Another study showed that the combination of the antidepressant imipramine and bevacizumab is effective in immunopotentiation [30]. Targeting glioblastoma, a highly invasive cancer, requires strategic therapy, such as combining BBB‐passing agents with other anticancer agents [30]. In this study, we demonstrated the efficacy of a combination therapy strategy using antiangiogenic therapy using anti‐VEGF pathway inhibitors. Targeting the tumor vasculature is a potent therapeutic strategy for glioblastoma as well as other malignancies.

The tumor vasculature in glioblastoma is composed of various types of endothelial cells (ECs), including normal brain ECs, bone marrow‐derived ECs, mesenchymal stem cell–derived ECs, and TDECs [18]. In this study, we focused on the effects of tumor vessels composed of TDECs differentiated from GSCs and developed therapeutic agents targeting TDECs tumor vessels. Previous reports and our results suggested that some GSCs and TDECs do not express VEGFR‐2 and exhibit angiogenic activity through a non‐VEGF pathway [31]. Although TDECs were relatively rare in untreated tumors, we found that anti‐VEGF pathway inhibition significantly increased TDECs in a reactive manner [32]. Thus, anti‐angiogenic therapies that inhibit the VEGF pathway induced endothelial cell switching in tumor vessels, one of the causes of treatment resistance. Targeting TDECs complements the limitations of anti‐VEGF antibody therapy, with reduced side effects on normal blood vessels. Various clinical trials have been conducted on treatments in primary and recurrent glioblastoma that target the tumor vasculature through non‐VEGF pathway factors [33, 34]. These factors include the Angiopoietin‐2 (PF‐04856884), PDGFR (platelet‐derived growth factor receptor) and FLT3 (FMS‐like tyrosine kinase 3) (MLN518), EGF, HER2 and Ephrin B4 (NCT02844439). However, the clinical trials have not yielded the expected results [35, 36, 37, 38]. Novel anti‐angiogenic inhibitors for non‐VEGF pathways in other malignancies have been explored in glioblastoma, but the BBB is a problem for drug delivery [39]. The advantages of the drug positioning approach are that the candidate drugs are already available and have been demonstrated as safe, which significantly reduces drug development costs. Notably, we focused on drugs that reliably pass the BBB, which is the biggest obstacle to developing therapeutic agents for glioblastoma. Additionally, antidepressants are known to accumulate in high concentrations in the brain [40].

Some reports suggest that antidepressant use in glioblastoma does not prolong overall survival (OS) [41]. However, the Mayo Clinic reported a trend toward improved prognosis in patients with glioblastoma in the group that used antidepressants in addition to standard therapy [42]. In addition, the anti‐tumor effect of SSRI was observed at the animal experimental level [29]. Our results showed no expression of SLC6A4 (Serotonin Transporter), the target receptor for sertraline. Sertraline was thought to act through a pathway different from the serotonin pathway similar to other SSRIs. Our gene analysis results suggest that the anti‐angiogenic mechanism of sertraline may occur through the inhibition of TDEC‐derived angiogenesis via suppression of various pathways and genes including Angpt2, Lama4, Egr1, Egr3, and Fos genes. 

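Of 35 immediate early genes, Fos and the Egr genes included, 13 were lower with sertraline and 3 higher (13 and 3 adjusted over the list alone), with a median log2 fold change of −0.45. Jun fell by 1.43 on the log2 scale (SE 0.06, adjusted p = 2.7e-11 from edgeR's quasi-likelihood test), and Egr4 by 1.86, while Nr4a3 (3.17), Ctgf (1.57) and Fosl2 (1.04) rose. Prom1, which encodes the stem cell antigen CD133, and Hes5 were lower (−1.60 and −2.51), and Egfr was higher. Of 38 hypoxia targets, 22 were lower and 5 higher at an adjusted p under 0.05, with a list median of −0.37, and the carbonic anhydrase genes Car9 and Car12 fell furthest (−1.61 and −1.66). Genes of sterol supply moved the other way, with 18 of 26 higher at an adjusted p under 0.05 and a median of 0.29: Insig1, a brake on sterol synthesis, was at 1.16 (SE 0.05, adjusted p = 1.7e-10). Of 13 inflammatory genes 5 were higher past both thresholds (5 adjusted over the list alone), with Ccl7 at 3.12 and Vcam1 at 1.54. With both thresholds, 2 hypoxia targets were lower and 2 higher, and 3 sterol genes were higher, with the same counts adjusted over the list alone. Camera set apart the immediate early genes (adjusted p = 1.2e-33, downward) and the sterol genes (4.2e-11, upward), each with adjusted p = 0.044 with an estimated correlation, and the hypoxia targets (5.2e-07) and inflammatory genes (1.0e-04), with adjusted p = 0.15 and 0.30 with an estimated correlation.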

Angiopoietin‐2 (Angpt2) acts as both an agonist and antagonist for the TIE2 receptor. The conditions depend on the concentration of angiopoietin‐2 and the environment of the secretory cell, such as inflammation, tumor, and the presence of integrins [43, 44]. LAMA‐4, Laminin Subunit Alpha 4, is specifically secreted by brain tumor cell lines and gliomas. One study showed that a higher patient grade is associated with a greater amount of LAMA‐4 secreted into the cerebrospinal fluid [45].

LAMA‐4 inhibits tumor cell migration and growth along blood vessels and is thus an important target for tumor cell invasion and angiogenesis [46]. In the present study, we found that LAMA‐4 expression increased during the differentiation of GSCs into TDECs and that its expression was suppressed by sertraline. 

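Lama4 rose in both steps of differentiation, by a log2 fold change of 1.95 from 005 to day 2 (SE 0.11, adjusted p = 4.5e-07 from edgeR's quasi-likelihood test) and of 1.87 from day 2 to day 5 (SE 0.09, adjusted p = 1.5e-08). Some other basement membrane genes rose with it: on day 2, 7 of the 17 listed and tested were higher, Lama4 included, among them Nid2 (1.41) and Col4a5 (1.46), and by day 5, 11 of 18 were higher than in 005, led by Lama1 (5.23, SE 0.13), with 1 lower, Lamb3, in both comparisons. The counts were the same adjusted over the list alone. With sertraline the list split, as Lama4 and Col4a4 (−1.21) were lower, Nid2 (1.09) was higher, and the median over 18 genes was 0.16 (2 lower and 2 higher, as when adjusted over the list alone). Camera set the list apart on day 5 (adjusted p = 6.7e-11), with adjusted p = 0.022 with an estimated correlation, and not with sertraline (0.94).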

LAMA‐4 is not expressed in normal vascular endothelial cells; both Angiopietin‐2 and LAMA‐4 are expressed in renal cell carcinoma and have been reported as prognostic factors [47, 48]. The combination of an Ang/Tie‐2 inhibitor (trebananib) targeting Ang‐1, Ang‐2, and Tie‐2 receptors with a VEGF inhibitor was expected to have an effective anti‐tumor effect on glioblastoma but did not show a prognostic benefit in a clinical trial (NCT01609790) [49]. Upregulation of compensatory mechanisms by VEGF inhibitors is difficult to overcome with a single pathway inhibition combination. Multiple pathway inhibition, including Angiopoietin‐2 and LAMA‐4, could be meaningful due to changes in multiple genes, as in the present study with Sertraline, and further detailed exploration of pharmacological mechanisms is required.

In conclusion, our results suggested that TDECs may be one of the causes of resistance to anti‐VEGF pathway inhibitors in the 005. These results suggested that sertraline was one of the novel therapeutic candidates against TDECs and could safely and effectively improve the prognosis of glioblastoma patients. Anti‐angiogenic treatment combinations targeting various pathways showed the potential to be a new treatment option for glioblastoma.

## Author Contributions

**Nobushige Tsuboi:** data curation (lead), formal analysis (lead), methodology (lead), project administration (equal), resources (lead), software (lead), validation (lead), visualization (lead), writing – original draft (equal). **Yoshihiro Otani:** methodology (equal), resources (supporting), supervision (equal). **Atsuhito Uneda:** formal analysis (supporting), methodology (supporting), software (supporting), supervision (equal). **Joji Ishida:** investigation (supporting), supervision (equal). **Yasuki Suruga:** project administration (equal). **Yuji Matsumoto:** supervision (equal). **Atsushi Fujimura:** methodology (supporting), supervision (equal). **Kentaro Fujii:** supervision (equal). **Hideki Matsui:** investigation (supporting), resources (supporting). **Kazuhiko Kurozumi:** investigation (supporting), supervision (equal). **Isao Date:** investigation (supporting), resources (equal), supervision (equal). **Hiroyuki Michiue:** conceptualization (lead), funding acquisition (lead), investigation (equal), project administration (lead), resources (equal), supervision (equal), visualization (equal), writing – original draft (equal), writing – review and editing (lead).

## Ethics Statement

This study was approved by the research ethics committee of the Okayama University (approval nos. G1608‐026 and 1911–023). All animal studies were performed following Okayama University ethical guidelines for experimental animal care (OKU‐2018838, OKU‐2019568, OKU‐2020793, OKU‐2021590).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Data S1.

## Data Availability

The article includes all data in the study, and further inquiries can be directed to the corresponding author.

# Supplementary material for: New Anti‐Angiogenic Therapy for Glioblastoma With the Anti‐Depressant Sertraline
**Source:** Cancer Med. 2024 Oct 23;13(20):e70288. doi: 10.1002/cam4.70288

## **List of Supporting Information**

### **Supplementary Figure 1**

Differentiation experiments of GSCs 005 and U87 $\Delta$ EGFR into TDEC under different culture conditions

### **Supplementary Figure 2**

GO terms and each respective genes in enrichment analysis

### **Supplementary Figure 3**

Microscope imaging of tube formation assay of non-differentiated 005 cells and U87 $\Delta$ EGFR for 24 h

### **Supplementary Figure 4**

List of 19 candidate drugs that pass through the blood-brain barrier for drug repositioning in this paper.

### **Supplementary Figure 5**

Fluorescence microscope image of TDECs tube formation assay with 19 different drugs at various concentrations for 24 hours

### **Supplementary Figure 6**

Quantitative evaluation of the inhibitory effect on tube formation was presented in Supplementary Figure 5.

### **Supplementary Figure 7**

Evaluation of cytotoxicity of drugs to TDECs

## Supplementary Figures

### Supplementary Figure 1

#### Differentiation experiments of GSCs 005 and U87 $\Delta$ EGFR into TDEC under different culture conditions

- A. Immunocytochemistry of 005 cells cultured in DMEM and 10%FBS, same as the cells in Figure. 1D, stained for CD31 and CD34. (bar: 10 $\mu$ m)
- B. Immunocytochemistry of U87  $\Delta$  EGFR cells cultured under the same condition that is for TDEC differentiation stained for HLA, CD31, and CD34. (bar: 20 $\mu$ m)

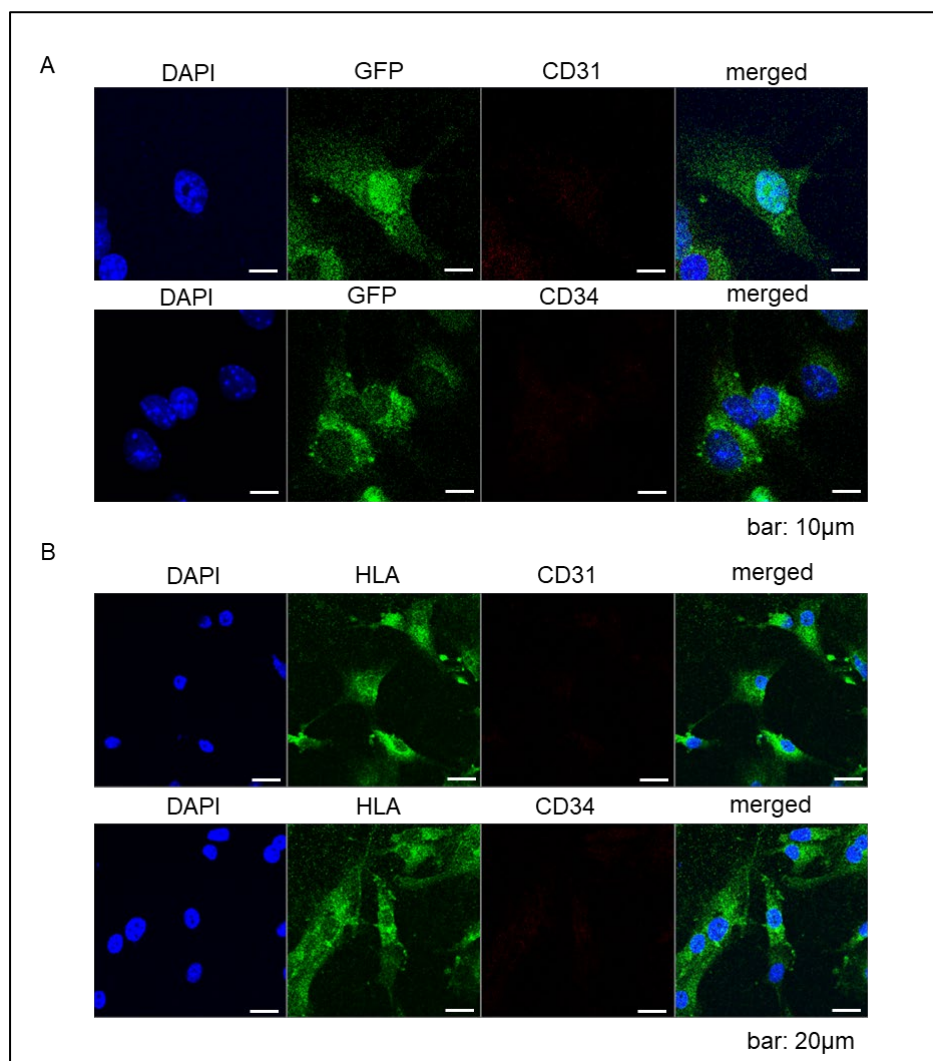

## Supplementary Figure 2

### GO terms and each respective genes in enrichment analysis

GO terms and gene symbols of the genes picked up by enrichment analysis in Fig1G, 3G, and 5B.

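The lists hold gene names behind the enrichment terms of Fig. 1G, Fig. 3G and Fig. 5B, and 204 of 216, 56 of 56 and 13 of 16 names were found in the count table. Genes of the first list, which was drawn from day 5 TDECs, had moved in part by day 2, when 76 of 174 tested were higher than in 005 and 3 lower (77 and 3 adjusted over the list alone). From day 2 to day 5, 102 of 190 genes of this list were higher (103 adjusted over the list alone), whether or not they had risen by day 2. With sertraline, 10 of 190 of them were higher and 17 lower (10 and 17 adjusted over the list alone). Of the second list, drawn against MBMECs, 22 of 56 were higher and 5 lower in day 5 TDECs than in 005, and 1 was higher and 2 lower with sertraline, with the same counts adjusted over the list alone. Of the third list, drawn from genes lower with sertraline, 8 of 12 had been higher in day 5 TDECs than in 005 and 1 lower. Against MBMECs, 8 of its genes were higher and 2 lower in TDECs, again with the same counts adjusted over the list alone. Each list was picked by the study from libraries that enter these comparisons, so none of the counts is independent evidence.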

|         | Description                             | GO Term    | Symbols                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|---------|-----------------------------------------|------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Fig. 1G | blood vessel morphogenesis              | GO:0048514 | Ace,Adm,Agt,Apoe,Rhob,Bsg,C3,Anxa2,Cdh13,Col18a1,Col18a2,Gadd45a,Ecm1,Efnb2,Egf,Egr3,Emp2,Epas1,Epha1,Ephb2,F3,Fgfbp1,Ccn2,Fkbp10,Flt1,Fn1,Fut1,Glul,Lrp2,Gm,Hbegf,Hk2,Hmga2,Hmox1,Nr4a1,Hpse,Hyal1,Id1,Ccn1,Itga7,Itgb2,Jag1,Junb,Jup,Kdr,Klf2,Klf4,Lama1,Lif,Lrp1,Smad6,Smad7,Mdk,Foxc1,Myh9,Notch2,Pdgfrb,Pdgfrb,Pgk1,Prkcb,Plcd1,Serpinf2,Ptgs2,Ptk2b,Rora,Sars,Scg2,Cx3cl1,Serpinf1,Sema3e,Sgpl1,Sphk1,Stra6,Abcc8,Tbx2,Tgfb1,Thbs1,Tnfrsf12a,Vegfa,Wars,Wnt5a,Xbp1,Xdh,Fbln5,Ceacam1,Dysf,Tnfrsf12a,Hif3a,Ramp3,Mmp19,Ndnf,Angptl6,Myo1e,Pknox1,Lrg1,Loxl2,Tiparp,Mmm2,Card10,Unc5b,Adgrb1,Cela1,Egln1,Stab1,Fln,Adm2,Ppp1r16b,Jcad,Ism1,Atp2b4,Tgfb3,Ddit3,Egr1,Ilf6a,Lama4,Nfe2,Wnt2,Llgl2,Robo2,Ltbp1,Rom1,Erff1,Cth,Adora2b,Adra2a,Ager,Aldoa,Aoc3,Rhoc,Bmp2,Calr,Cpeb1,Csf1,Dab2,Dmtn,Fpr2,Gata3,Gcnt2,Gpi1,Hspa8,Igf1r,Igfbp5,Ilf6,Ilf1r,Ilf6st,Itga2b,Itga3,Lamb1,Smad3,Myo1f,Nedd9,P2rx4,P2ry2,Pld2,Cavin1,Reln,Selp,Sema3b,Stat5a,Swap70,Trf,Vil1,Wnt5b,Tlr2,Pla2g7,Dock5,Atoh8,Ilf34,Slc26a5,Akap12,Ilf23a,Sucnr1,Gpnmb,Fermt3,Synpo2,Sema3g,Plcg2,Fam107a,Cass4,Lgr6,Areg,Cdkn2a,Cdkn2b,Cebpb,Ctsl,Dlk1,Ednrb,Hpn,Igfbp3,Igfbp4,Klf9,Nme2,Pax2,Ptprn,Stat6,Tfap2c,Tlr4,Vdr,Zfp36,Sfn,Nupr1,Ilf172,Wfdc1,Zfas1,Pold4,Ern1,Foxp1,Esrp1,Mcc,Trim46,Stc1,Dnaja4,Lama5,Sdc4,Arhgap4,Itgb4,Appl2,Radil |
| Fig. 3G | blood vessel morphogenesis              | GO:0048514 | Agt,Apoe,Prdm1,Bmpr1a,Emp2,Epn2,F3,Fgfr1,Gata6,Has2,Hey1,Hk2,Hmox1,Jun,Lama1,Lrp1,Ppp1r15a,Notch2,Notch3,Nrxn1,Ntrk2,Prrx1,Ptn,Rbpj,Sars,Scg2,Sema5a,Sgpl1,Stat3,Tcf4,Ubp1,Vav2,Vegfa,Wnt7b,Spry2,Efemp2,Rgcc,Ddah1,Angptl6,Emilin1,Adamts9,Tafa5,Unc5b,Jmjd6,Adgrb1,Egln1,Spred1,Adgrb2,Tspan12,Ephb1,Zmiz1,Dhcr7,Egr1,Ptk7,Cth,Slc4a7                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Fig. 5B | blood vessel endothelial cell migration | GO:0043534 | Angpt2,Egr3,Fgfbp1,Ptk2b,Mmm2,Egr1,Fos,Hes5,Ier2,Jun,Ptprk,Scx,Zfp36,Wfikn1,Tgfb3l,Klf2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

### Supplementary Figure 3

#### Microscope imaging of tube formation assay of non-differentiated 005 cells and U87ΔEGFR for 24 hr

A: 005 with GFP and bright field ( $3 \times 10^4$  cells /1well)

B: U87ΔEGFR with bright field ( $2 \times 10^4$  cells or  $3 \times 10^4$  cells /1well) (bar: 1mm)

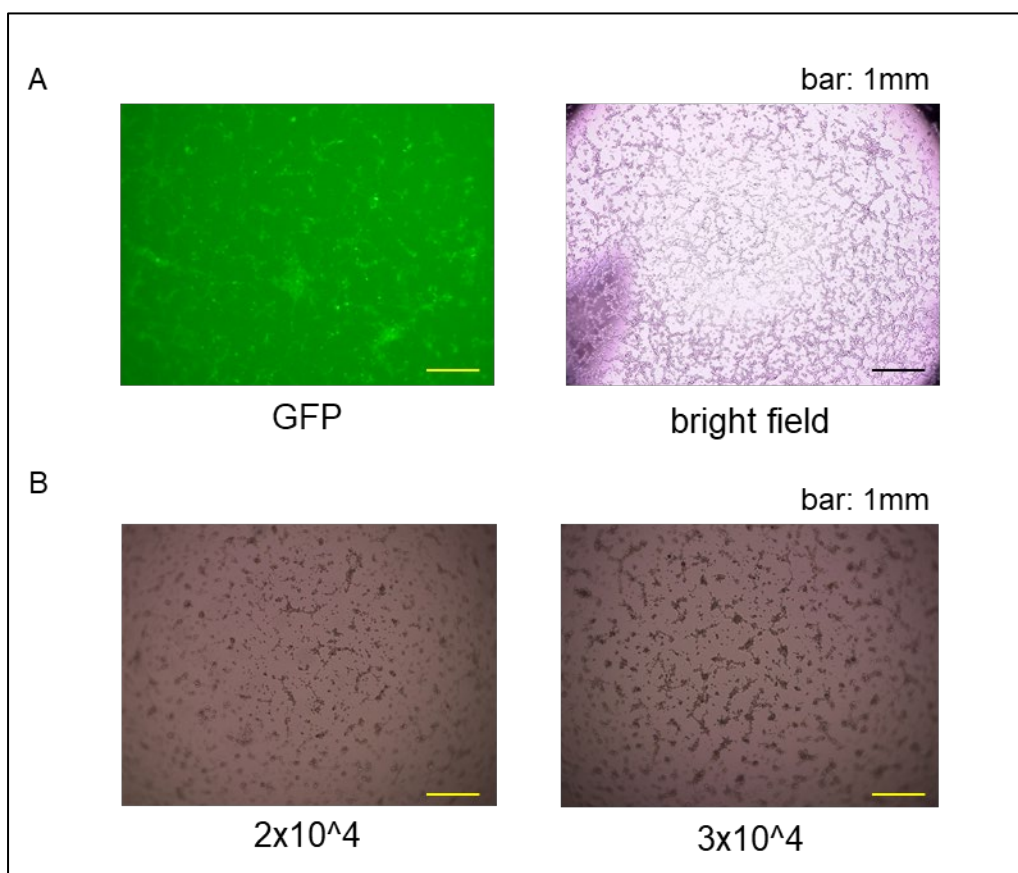

## Supplementary Figure 4

List of 19 candidate drugs that pass through the blood-brain barrier for drug repositioning in this paper.

| Type                       | Drug name      | Manufacturer                            | IC50( $\mu$ M) |
|----------------------------|----------------|-----------------------------------------|----------------|
| Typical antipsychotic      | Chlorpromazine | Tokyo Chemical Industry Co., Ltd.       | 4.863          |
| Atypical antipsychotic     | Olanzapine     | Tokyo Chemical Industry Co., Ltd.       | n.d.           |
|                            | Quetiapine     | FUJIFILM Wako Pure Chemical Corporation | 6.964          |
| Benzodiazepine             | Etizolam       | FUJIFILM Wako Pure Chemical Corporation | n.d.           |
| GABA-R antagonist          | Flumazenil     | Tokyo Chemical Industry Co., Ltd.       | n.d.           |
| Tricyclic antidepressant   | Imipramine     | Tokyo Chemical Industry Co., Ltd.       | 118.2          |
|                            | Clomipramine   | Cayman Chemical Company                 | 32.13          |
|                            | Lofepramine    | Cayman Chemical Company                 | n.d.           |
|                            | Trimipramine   | Toronto Research Chemicals Inc.         | 116.7          |
|                            | Amitriptyline  | Cayman Chemical Company                 | 57.08          |
| Tetracyclic antidepressant | Mianserin      | Tokyo Chemical Industry Co., Ltd.       | 24.37          |
| SSRI                       | Paroxetine     | Tokyo Chemical Industry Co., Ltd.       | 13.43          |
|                            | Fluoxetine     | Tokyo Chemical Industry Co., Ltd.       | 6.161          |
|                            | Fluvoxamine    | Tokyo Chemical Industry Co., Ltd.       | n.d.           |
|                            | Sertraline     | Tokyo Chemical Industry Co., Ltd.       | 4.644          |
|                            | Citalopram     | Tokyo Chemical Industry Co., Ltd.       | 133.8          |
| SNRI                       | Venlafaxine    | Tokyo Chemical Industry Co., Ltd.       | n.d.           |
|                            | Milnacipran    | Tokyo Chemical Industry Co., Ltd.       | 86.08          |
|                            | Duloxetine     | Tokyo Chemical Industry Co., Ltd.       | 9.767          |

n.d., no data

## Supplementary Figure 5

Fluorescence microscope image of TDECs tube formation assay with 19 different drugs at various concentrations (0, 1, 5, 10  $\mu$ M) for 24 hours (bar: 1 mm).

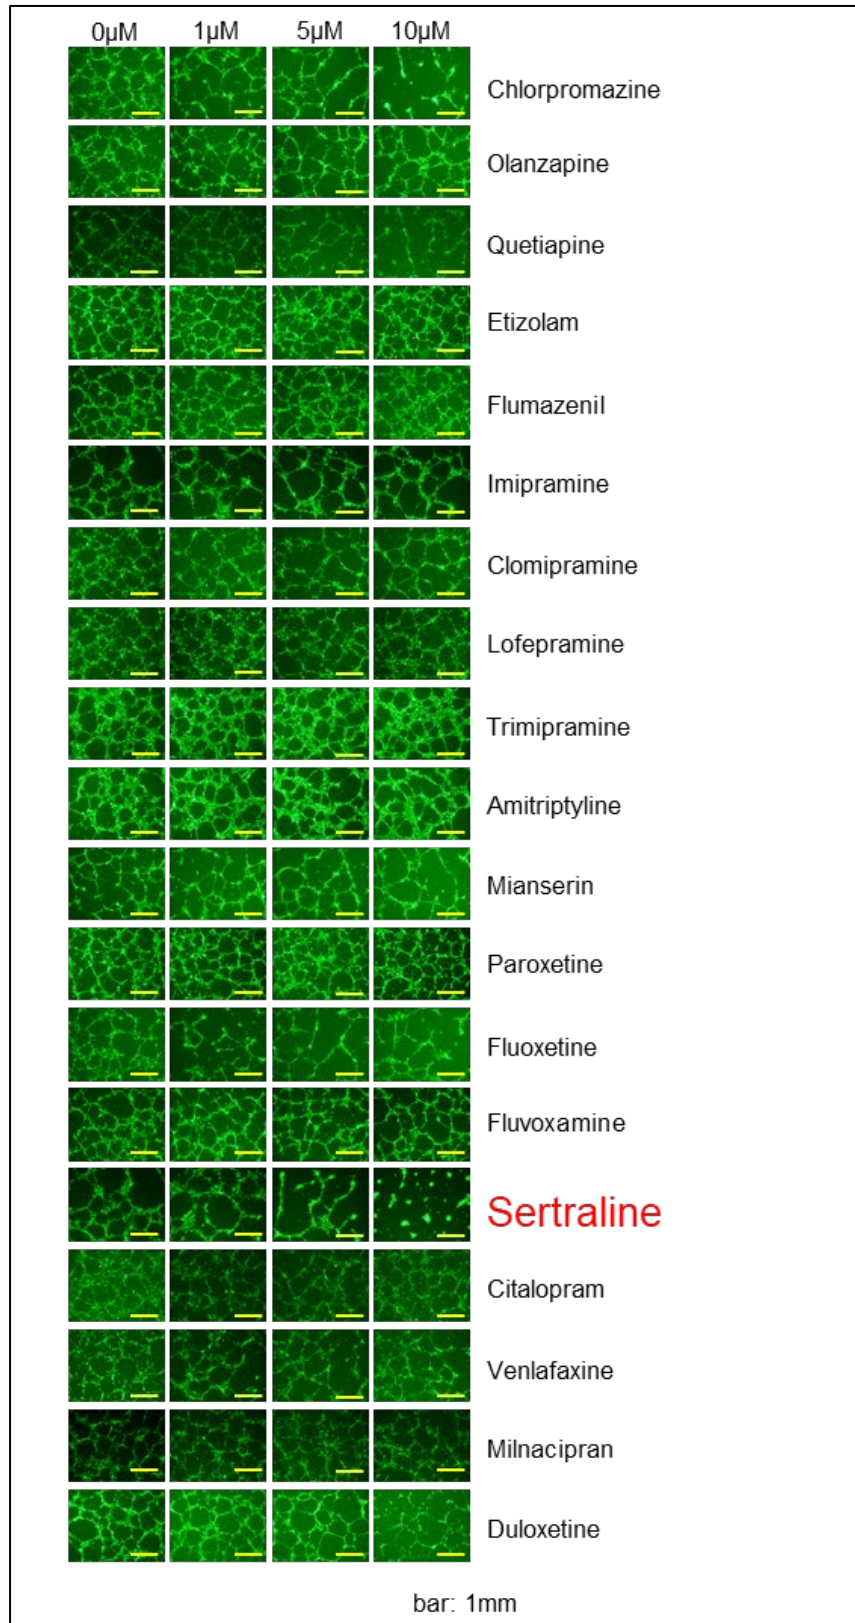

## Supplementary Figure 6

Quantitative evaluation of the inhibitory effect on tube formation was presented in Supplementary Figure 5.

IC<sub>50</sub> of each drug was calculated by measuring and graphing the total tube length of tube formation. (X-axis: concentration of each drug, Y-axis: ratio of total tube length compared to control(0 $\mu$ M))

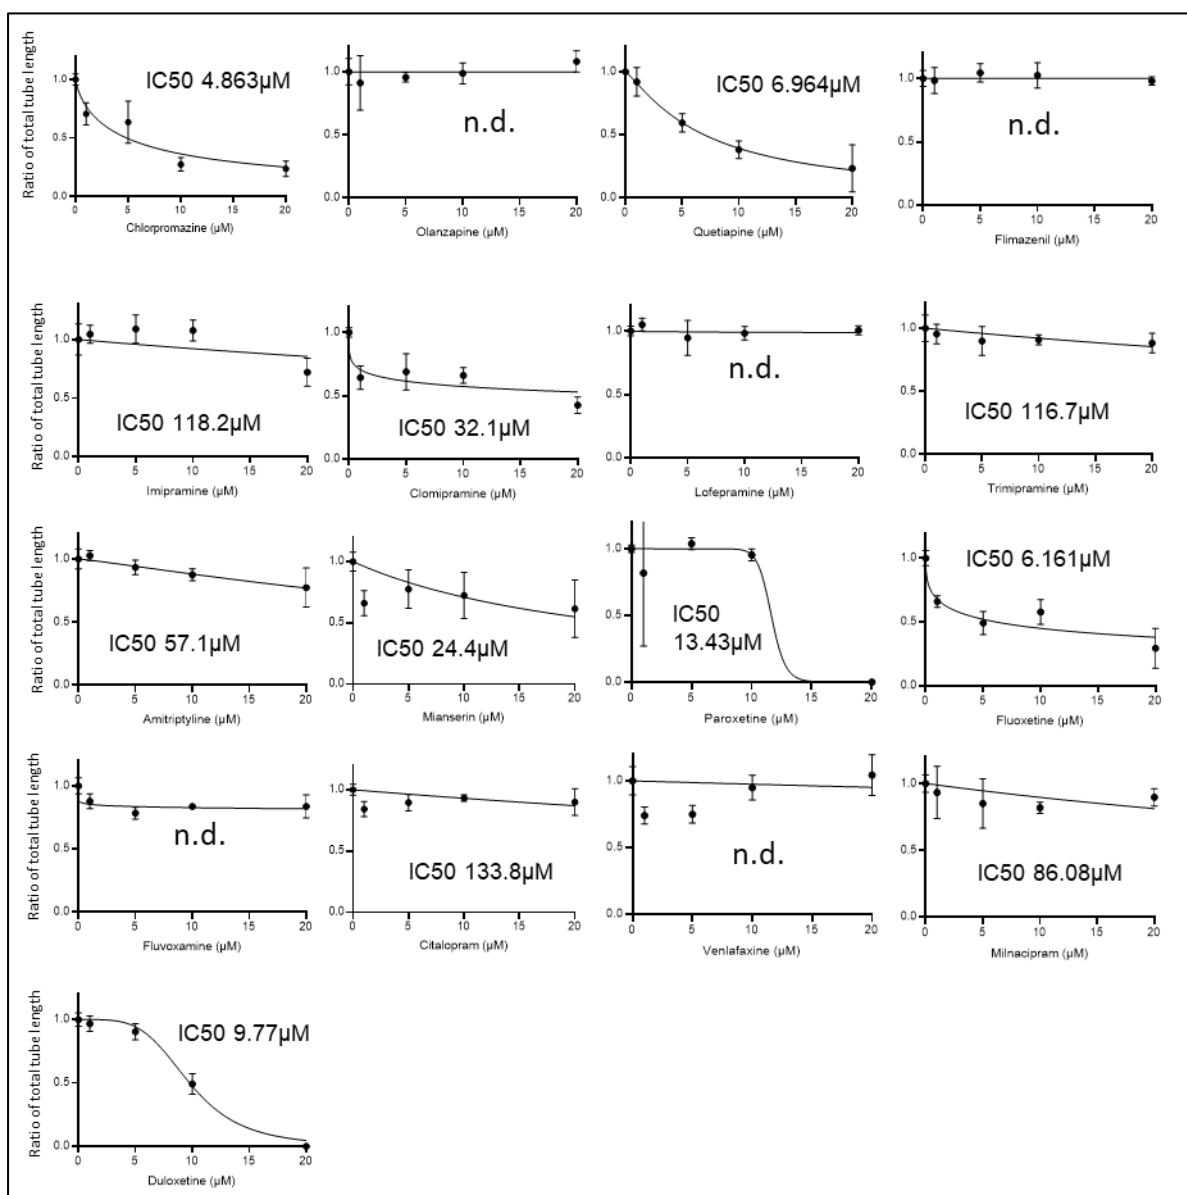

## Supplementary Figure 7

### Evaluation of cytotoxicity of drugs to TDECs

Evaluation of cytotoxicity of 19 drugs on TDECs. with WST-1 assay (X-axis: concentration of each drug, Y-axis: absorbance at 438nm after 4 hours of WST-1 administration)

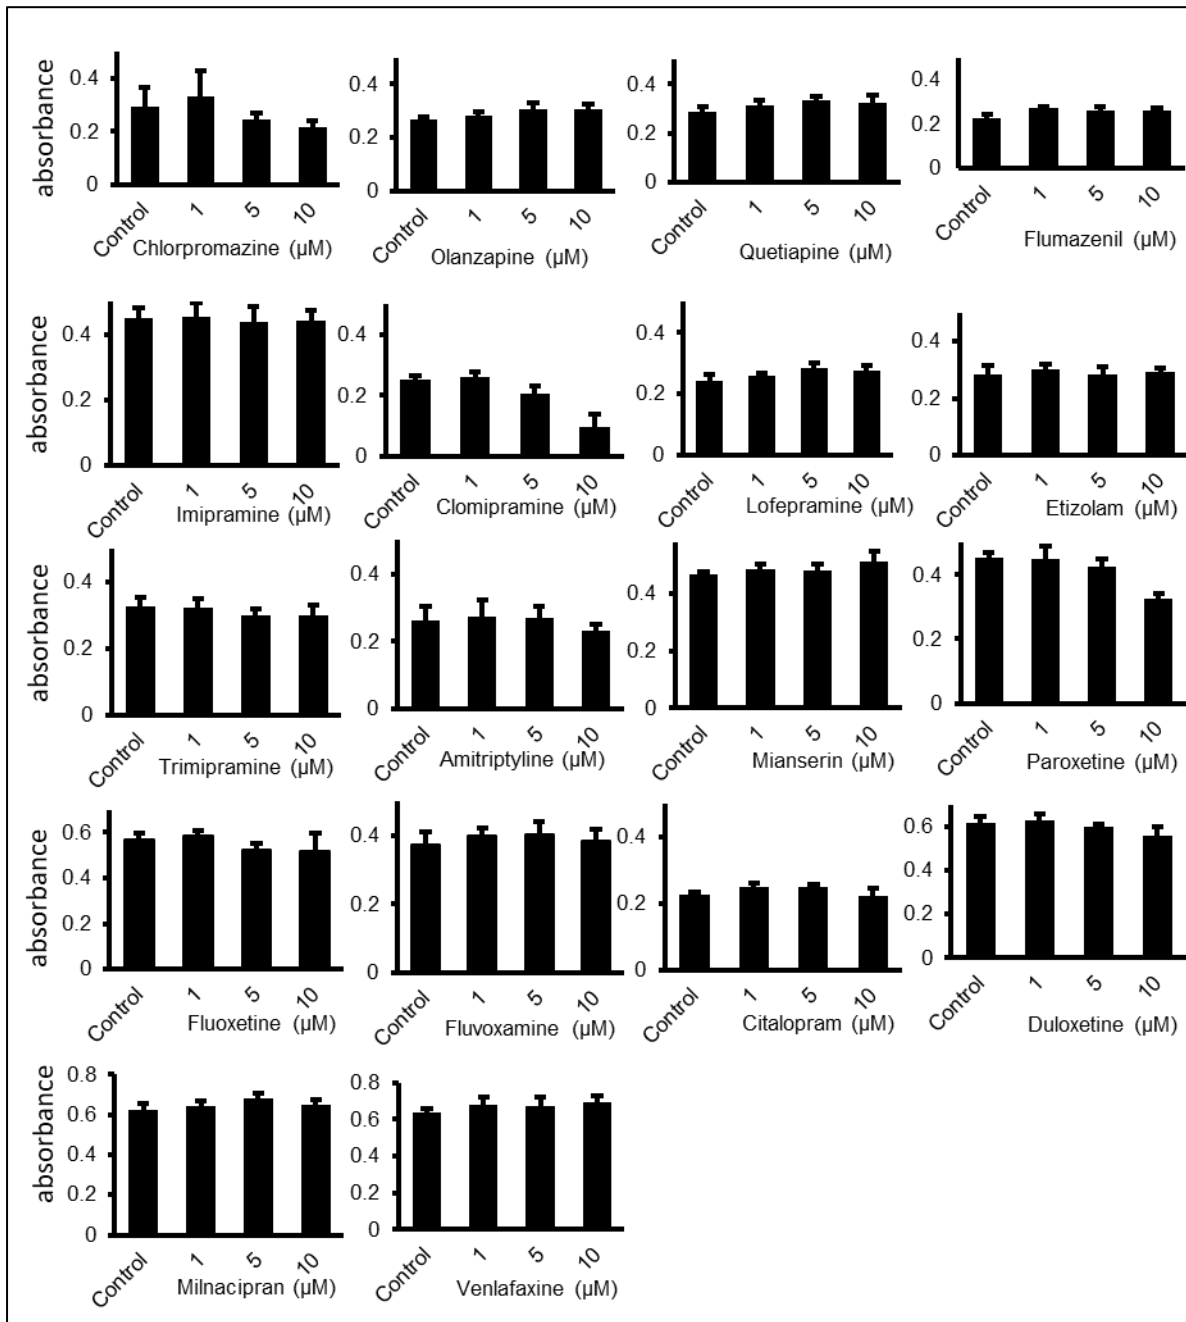

**Supplement:** Supplementary file 1 — Data S1.

How the deposited data were processed for this re-analysis (not part of the article)

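Poly(A) RNA was sequenced by the authors from 15 samples in 5 groups of 3: the mouse glioma stem cell line 005, TDECs on day 2 and day 5 of differentiation at 1% oxygen, day 5 TDECs given 5 μM sertraline for 24 h, and MBMECs. The deposited table holds raw counts of reads per gene for 49585 mouse genes, and its values are whole numbers that had not been normalized. The submitters' processing notes name bcl2fastq 2.19, Trimmomatic 0.38, HISAT2 2.1.0 and featureCounts 1.6.3 with genome build mm10. They do not say whether reads were assigned by strand, how reads with several alignments were treated, or which annotation release was used. Reads that overlap 2 genes or match several paralogs can therefore not be followed, and counts of close paralogs may share reads. The untreated TDEC libraries carry no day in their description and were taken as the day 5 TDECs of the paper, which reports no other untreated TDECs besides day 2.

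Counts were compared in R 4.3.3 with edgeR 4.0.16. In each of 5 comparisons (TDEC day 2 against 005, TDEC day 5 against 005, TDEC day 5 against TDEC day 2, TDEC day 5 against MBMEC, and TDEC sertraline against TDEC day 5) the 6 libraries concerned were scaled by TMM, genes were kept by filterByExpr with a minimum count of 10, and groups were compared by the quasi-likelihood test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment. A gene was called higher or lower at an adjusted p under 0.05 with an absolute log2 fold change above 1, that is a fold change of 2, as the paper states. The CPM values are scaled by TMM over the libraries compared, and those relative to 005 over all 15 libraries. Where the lower group had no counts, the fold is a bound against a floor of 3 counts over the group. With 1 to 3 counts, a ratio with its counting interval at a confidence of 0.95 is given.

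A total of 26 gene lists was written before the data were examined, together with the comparisons, the tests, the rule for naming genes and all alternatives but those marked otherwise: endothelial markers, brain endothelial and blood-brain barrier, neural stem cell and glioma stem cell, oligodendrocyte lineage, astrocyte, neuronal, mural and smooth muscle, fibroblast and mesenchymal matrix, microglia, macrophage and leukocyte, basement membrane, VEGF ligands, receptors and signalling, non-VEGF angiogenic ligands and receptors, immediate early genes, hypoxia targets, cholesterol synthesis and uptake, fatty acid synthesis, lysosome, integrated stress response, unfolded protein response, cell cycle and proliferation, p53 targets, interferon response, inflammatory cytokines and chemokines, oxidative stress response, serotonin transport and receptors, and mitochondrially encoded. Each was tested against the other genes by camera of limma 3.58.1 with an inter-gene correlation preset to 0.01, adjusted over the 26 lists, and its changed members were counted with p adjusted over all genes and over the list alone. The 3 lists that the supplement gives for Fig. 1G, Fig. 3G and Fig. 5B were counted in the same way and left out of camera's adjustment. Terms of the annotation column in the count table with 10 to 500 tested members were tested by a one-sided Fisher's exact test against the tested genes that carry a term. This was chosen after the table had been seen, and it stands in for Metascape, which could not be run here and whose terms hold other sets of genes.

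Genes were named by a fixed rule: every gene that the paper names or draws in Fig. 5D (values seen in the paper count as seen); in each comparison the 10 largest rises and the 10 largest falls among genes with an adjusted p under 0.05, groups that do not overlap and a mean of at least 10 CPM in the higher group, leaving out predicted genes, clone names and IDs without a symbol; up to 4 changed members per direction of each list described, by smallest p; and every serotonin gene with at least 10 counts in a library. Chance alone gives 10% of genes whose groups of 3 do not overlap, against 47.1% to 85.8% over the 5 comparisons.

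Principal components and average-linkage clustering used centred log2 CPM with a prior count of 2, and the separation of 005, day 2 and day 5 was tested by a pseudo-F over all 280 splits. Single genes were also compared by exact two-sided permutation tests, which cannot go below 0.1 for 3 libraries against 3. The correlation of sertraline changes with differentiation changes is across genes, which are not independent replicates. Gene length and GC content came from GENCODE transcripts, and each member of a list was set against the 50 other genes nearest in both, with 1000 random sets of 1 match per member. A loess curve with a span of 0.5 gave the size of their trend over all genes.

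The median depth was 12828123 counts in 005, 12896103 on day 2, 12316299 on day 5, 13568951 with sertraline and 16006568 in MBMECs. The replicate numbers tie no samples together, as the correlations between libraries of equal number, after removing the group means, ran from −0.1085 to 0.0244. The alternatives were DESeq2 1.42.0 with its size factors, relative log and upper-quartile factors, a filter of at least 1 count or of 1 CPM in 3 libraries, a fit of all 15 libraries, the replicate number as a block, glmTreat against a log2 fold change of 1, limma-voom, leaving out each library, fry and camera with an estimated correlation for the lists, and unit variance, 500 high-variance genes and a variance stabilizing transform for the components. Plain library totals and leaving out both libraries that stand apart were chosen after seeing the data. The steps were tested on simulated data made from the fitted spread of each comparison: at an adjusted p under 0.05, edgeR's test found 84.7% to 92.9% of 85 genes simulated with a fold change of 2 and 95.7% to 100% of those with 4, and called 13 to 16 unchanged genes; with the fold threshold it called 34 to 47 of the 85 genes and 2 to 5 unchanged ones, and camera found the changed list among 20 and no unchanged one. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots. Experiments without sequencing were not analysed here.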

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

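The tests of the endothelial pattern, of gene length and GC content and of 1 more day of culture were chosen only after the result was seen. Several gene groups that the paper does not discuss lay apart from the control libraries, with camera's adjusted p under 0.05 at the preset and at the estimated correlation. In day 5 TDECs against 005 the median log2 fold change was −3.86 for the proliferation genes, −0.55 for neural stem cell markers, 0.91 for astrocyte markers, 1.55 for hypoxia targets, 1.04 for lysosome genes, 1.65 for the integrated stress response, 1.37 for the unfolded protein response and 0.69 for the oxidative stress response. From day 2 to day 5 the medians were −3.94 for the proliferation genes, 1.59 for the integrated stress response, 0.57 for lysosome genes and 0.51 for the oxidative stress response. With sertraline they were 0.29 for genes of cholesterol synthesis and uptake and 0.34 for the unfolded protein response. Against MBMECs the endothelial markers of day 5 TDECs had a median of −9.24, at an adjusted p of 4.7e-26 with the preset and 0.058 with the estimated correlation.

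The counts of changed genes were also taken over other splits of each 6 libraries, of which 10 exist, too few for a share under 0.05. Only 1 split, the real one, gave as many genes, at 1508, 3676, 3176, 7893 and 789 genes in the 5 comparisons, and the highest of the other splits gave 0 in each.

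Endothelial marker RNA in TDECs stayed far below MBMECs, at a median of 0.155% of their level on day 5 (0.0743% to 0.177% per library) and 0.146% in 005. Single markers moved both ways from 005 to day 5, such as Flt1 from 0.959% to 23.2% and Tal1 from 6.33% to 2.11%. Too few counts in the TDEC libraries are argued against, as 0 of 30 markers had an MBMEC level below 3 counts in a day 5 library. Mislabelled 005 libraries are argued against, as the day 5 libraries lay at a mean distance of 141 from the 005 libraries, against 47.9 within 005. Of the genes called higher on day 2, 61.1% were also called higher on day 5. Both sets of calls share the 005 libraries, which can raise this overlap, so the share alone does not decide it. A share of TDECs with the full program of MBMECs as the source of the median is argued against, as such cells bring every marker alike, and 7 of 23 markers with at least 10 counts expected from a share of 0.155% had an upper counting limit below 50% of that, among them Cdh5 with 3 counts seen and 122 expected, Cldn5 with 0 and 56.1 and Tie1 with 0 and 46.7. Open remain a smaller share of such cells, and cells with a part of the program. The protein stains that the paper reports for CD31 and CD34 were not analysed here, and a biological explanation by differentiation was not tested further.

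Immediate early genes fell with sertraline, with a list median of −0.45. Library scaling is argued against, as the median stayed at −0.38 under the scaling that left it nearest 0, and so is gene length or GC content, as other genes matched on both had a median of 0.0039, and of −0.18 to 0.20 in 1000 sets of 1 match per member. A loess trend on both was too small over all genes (SD 0.029) to add to this. Stress of handling that differed between treated and control cells stays open, since these genes respond to handling within minutes and the heat shock genes gave no decision: their median was −0.14, with Hspa8, Dnajb1 and Bag3 lower and Hspa1a and Hspa1b higher. A turn in 1 more day of culture stays open as well, since the 25 members that had risen from day 2 to day 5 had a median of −1.07 with sertraline, and a peak on day 5 could give that too. A separate series or batch of the treated libraries, whose titles lack the prefix of the control titles, was not tested and stays open too. An effect of sertraline itself, which the design names, cannot be told apart from these.

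Genes of cholesterol synthesis and uptake were higher with sertraline, which was listed beforehand as a response to cationic amphiphilic drugs, and their median of 0.29 met it, in a test that could have come out at 0 or lower. Scaling is argued against as the source, as the median was 0.27 under the factors that left it nearest 0, and so are gene length and GC content, as matched genes had a median of 0.017, and of −0.25 to 0.23 in 1000 sets. The size is small, as 3 of 26 genes passed the fold threshold. Open remains 1 more day of culture, since the list had a median of −0.65 from day 2 to day 5, and a turn after day 5 could not be seen without untreated cells of that age. A separate series or batch of the treated libraries stays open here as well.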

How the results depend on the processing

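Plain library totals, leaving out both libraries that stand apart, and the annotation terms were chosen after seeing the data, and all other settings were planned. Of the results, 4626 values of named genes kept direction and side of the threshold, 61 lost their call and 32 gained one. Tested against a log2 fold change of 1 (glmTreat), 523 genes were called on day 2 and 2318 on day 5 against 005, 1710 from day 2 to day 5 and 119 with sertraline, since this test asks for more than the fold threshold by construction; against MBMECs it called 7006. The other planned settings stayed within 1.5 times the count: a filter of at least 1 count gave 1801, 4489, 3842, 10182 and 1103 genes, and DESeq2 1458, 3592, 3106, 7870 and 688. The replicate number as a block (a paired fit) gave 1402, 3671, 3141, 7896 and 787. Leaving out 1 library gave 1356 to 1532, 3722 to 4027, 3167 to 3431, 8095 to 8318 and 747 to 887, and leaving out both libraries that stand apart gave 1530 on day 2. Plain library totals moved the median of all genes on day 5 against 005 from −0.01 to −0.14 and the share of higher genes among those called from 55.6% to 46.6%, at 3742 genes; that share went from 54.4% to 48.1% on day 2, from 54.3% to 50.4% from day 2 to day 5 and from 35.9% to 43.9% with sertraline. With an estimated correlation, camera called 0 of 26 lists on day 2, 10 on day 5 against 005, 6 from day 2 to day 5, 0 against MBMECs and 3 with sertraline, in place of 11, 18, 10, 18 and 12; fry, which asks another question, called 22 from day 2 to day 5. Directions reversed in 3 results against MBMECs: fry placed the brain endothelial list downward (adjusted p = 0.0041) and the oxidative stress list upward (adjusted p = 8.8e-04), and the median of the non-VEGF angiogenic list became 0.63 with a filter of at least 1 count, which adds genes with few counts. For fry the cause was not tested. Tek relative to 005 has no value without 005 replicate 2. Depth limits Slc6a4, Tek and part of the endothelial markers in TDECs. Over the day 5 libraries Cldn5 and Tie1 had 0 counts and Cdh5 had 3, at or under the floor of 3 counts. Other markers lay far above it, such as Kdr with 141, Flt1 with 1452 and Ets1 with 2179.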

Differences from the paper's values

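For the blood vessel morphogenesis signature of day 5 TDECs against 005, the paper's count is 112 genes, and 185 genes of its supplementary list were higher here at the thresholds that the paper states. Of the alternatives set before the data were examined, glmTreat against a log2 fold change of 1 lies within 1.5 times the paper's count, and the others do not. The supplement itself gives 216 names for this term, and 188 of them were tested.

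The second principal component of TDECs and MBMECs held 0.527% of the variance here and about 5% in Fig. 3F, read by eye. Scaling each gene to unit variance gives 5.02%, while 500 high-variance genes and the variance stabilizing transform leave the difference.

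For sertraline, the log2 fold changes in Fig. 5D, read by eye, were nearer to 0 than those here for the decreased genes: Klf2 about −1.8 in Fig. 5D and −1.92 here, Egr1 about −1.7 and −1.83, Angpt2 about −1.4 and −1.57, B9d1 about −1.3 and −1.48, Lama4 about −1.3 and −1.44, Jun about −1.3 and −1.43, and Egr3 about −1.0 and −1.14. They were further from 0 for Hdac7, 0.875 here and about 1.0 in Fig. 5D, Thbs1, 0.90 and about 1.0, Itga3, 0.91 and about 1.0, and Itga7, 0.98 and about 1.1. For all of these genes the value in Fig. 5D was the higher one, so the gaps share a direction. Each gap is larger than the standard error here and small beside the change. No planned setting closes it for Angpt2, Lama4 and Jun. DESeq2 closes it for Klf2 and Egr3, and the fit of all 15 libraries, whose standard errors are wider, for Egr3, Hdac7, Thbs1, Itga3 and Itga7. Leaving out 1 treated library closes it for Klf2 (replicate 1 or 3), Egr1 (replicate 3), B9d1 and Egr3 (replicate 2) and Itga3 (replicate 1 or 3), and leaving out 1 control library for Klf2, Egr3 and Thbs1 (replicate 1), Egr3 and Itga7 (replicate 2) and Itga3 (replicate 3). The remaining planned settings leave these differences. Plain library totals, chosen after seeing the values, move the median of all genes with sertraline from −0.00025 to 0.071, the direction of the gaps. They close the gap for Klf2, Egr1, B9d1, Egr3, Hdac7, Thbs1, Itga3 and Itga7 and leave 6 of the 36 genes drawn in Fig. 5D uncalled. A scaling offset common to all genes was not tested further.

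Fig. 5D draws Hdac7, Thbs1, Itga3, Itga7, Ecscr, Wnt4 and Slit2 as elevated, and these were not called here. Itga7 was called with plain library totals, and when sertraline replicate 2 or 3 or control replicate 2 was left out. Ecscr, Wnt4 and Slit2 are tested only with a filter of at least 1 count, which calls Wnt4 (adjusted p = 0.040) and Slit2 (adjusted p = 0.037). Ecscr was not called there (log2 fold change 1.21, adjusted p = 0.22). Slit2 had 3 counts over the control TDEC libraries and 21 over the treated ones, a ratio of 6.19 (counting interval 1.85 to 32.4).

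The paper states that TDECs were enriched for blood vessel morphogenesis over MBMECs. Its text gives 51 genes for this term and its supplement 56 names, and all 56 were higher in TDECs here. The annotation term of the same name has 27 tested genes, fewer than the supplement lists, so the sets are unlike: it did not pass among the higher genes (9 of 27, adjusted p = 0.86), and the term angiogenesis passed among the lower ones (81 of 191, adjusted p = 2.2e-09). The paper focuses on a signature of blood vessel endothelial cell migration with sertraline, and its 12 tested genes were lower here. The paper proposes Vegfa, Lama4, Egr1, Egr3 and Angpt2 as raised in TDECs over MBMECs and Kdr and Tek as lowered, and each has that direction here.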

Other observations

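Lysosome genes and part of the oxidative stress genes rose during differentiation, outside the vascular claims. In day 5 TDECs, 21 of 38 lysosome genes were higher than in 005, with the autophagy receptor gene Sqstm1 at a log2 fold change of 2.31 (SE 0.05, adjusted p = 9.0e-12 from edgeR's quasi-likelihood test), Lamp1 at 1.35 and the protease gene Ctsl at 1.85. Of 18 oxidative stress genes 8 were higher, with the ferritin gene Fth1 at 2.42 and the cystine transporter gene Slc7a11 at 2.66. Of 27 sterol genes 11 were lower and 1 higher, with Acat2 at −2.07 and Hmgcs1 at −1.53 (SE 0.08). Of 18 fatty acid genes 3 were lower, such as Elovl6 (−1.54), and 1 was higher. Astrocyte and neuronal markers each went both ways, as 6 of 15 astrocyte markers were higher, with Gfap at 3.07 (SE 0.20), and 2 lower, Vim and S100b (−1.21), while of 14 neuronal genes 6 were lower, with Dcx at −5.76, and 3 higher, with Gad1 at 2.28. Of the p53 targets 2 of 18 were higher, Cdkn1a (2.77) and Gdf15 (4.27), and 1 was lower. The inner ear matrix gene Otog had no counts in 005 and 1885 over the day 5 libraries, at least 672-fold higher with a floor of 3 counts over the group. Each list count was the same adjusted over the list alone. With an estimated correlation, camera gave adjusted p = 0.037 for lysosome genes and 0.022 for the oxidative stress list.

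Other cell type lists moved in small numbers on day 5 against 005. Of 7 mural genes 5 were higher, with Pdgfrb at 3.87, of 19 fibroblast genes 5 were higher, with Fn1 at 2.40, and 5 lower, with Col3a1 at −4.63, and of 10 brain endothelial genes 4 were higher, with Slc7a5 at 1.50, and 1, Lef1, was lower (−1.63). Of 5 microglia and leukocyte genes 3 were higher, Cd68 at 2.59 among them, and 1, Cd14, was lower (−2.49). The fibroblast list had a median of 0.04, a mean of −0.15 and an upward direction in camera, not called at adjusted p = 0.52. Of 8 serotonin genes 1, Htr5b, was higher (1.02) and 2, Htr3a and Tph2, were lower (−2.23 and −1.13). Against MBMECs, 20 of 23 interferon genes were lower in day 5 TDECs, with Bst2 at −9.09, and 1, Cxcl10, was higher (1.87), and 14 of 19 p53 targets were lower, with Phlda3 at −4.87, and 1, Sesn1, higher (2.80). All these counts were the same adjusted over the list alone. The p53 and interferon calls against MBMECs (adjusted p = 2.9e-06 for both in camera) had adjusted p = 0.058 and 0.26 with an estimated correlation.

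Chaperone and cell division genes were also higher with sertraline, by small amounts. For these lists, an effect of the drug was not told apart from 1 more day of culture or from a separate series or batch. At an adjusted p under 0.05, 18 of 24 unfolded protein response genes and 26 of 39 proliferation genes were higher, with medians of 0.34 and 0.60. With the fold threshold 1, Sdf2l1 (1.24), and 6, such as Plk1 (1.12) and Cenpa (1.18), were called, and 1 and 6 adjusted over the list alone. Camera gave adjusted p = 1.3e-14 and 2.8e-08, and adjusted p = 0.044 and 0.15 with an estimated correlation. Of 19 fibroblast genes 3 were higher, Dcn (2.30), Fbln1 (1.77) and Col1a1 (1.29), and of 8 mural genes 2 were higher, Acta2 (2.58) and Myl9 (1.57), and 1, Tagln, was lower (−1.13), with the same counts adjusted over the list alone.

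Lysosomal genes were listed beforehand as likely to respond to a cationic amphiphilic drug such as sertraline. Their median was −0.0709, with 3 of 38 higher and 11 lower at an adjusted p under 0.05. A median above 0, the measure that the sterol genes met, was therefore not reached. The median lay near 0 and members went both ways.

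A return of treated TDECs toward 005 was tested by the correlation across genes of sertraline changes with changes from 005 to day 2, which share no library. It was −0.0344 (rho −0.0824, 14821 genes, which are not independent replicates; −0.073 to −0.0195 when 1 library was left out), and −0.1 or lower had been set as the sign of a return, so the test gave no decision. The same correlation was not positive, as 1 more day of differentiation in the direction of the first days would make it if nothing else differed. An opposite change by the drug could offset such a day, so the correlation gives no decision on it either. The correlation with changes from 005 to day 5, which share the control TDECs, was −0.351, and simulated libraries without any effect, where only the spread between replicates is shared, gave −0.517 on average. The covariance was −0.187, and −0.0111 on average in the simulation. The simulated correlation cannot be set against the real one, as simulated changes hold little but the shared spread. The covariance can, and its values argue against the shared spread between replicates as the main source. A state common to all 3 control libraries was not tested, so that explanation stays open. By calls, 340 genes were lower with sertraline and higher on day 5 than in 005, where independent lists give 67.1, and 93 were higher and lower, where they give 20.8; in the same direction 49 were higher in both, where they give 29.9, and 25 lower in both, where they give 46.6. Calls from 005 to day 2, which share no library, were in excess both ways and show no preference for a return: 44 lower and higher, where independent lists give 17.6, 30 higher and lower (8.83), 40 higher in both (11.1) and 32 lower in both (13.9). The shared control TDECs may account for part of the excess on day 5.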
